# Prolonged dialysis during *ex vivo* lung perfusion promotes inflammatory responses

**DOI:** 10.3389/fimmu.2024.1365964

**Published:** 2024-03-22

**Authors:** Julien De Wolf, Carla Gouin, Luc Jouneau, Matthieu Glorion, Antoine Premachandra, Florentina Pascale, Maxime Huriet, Jérôme Estephan, Jean-Jacques Leplat, Giorgia Egidy, Christophe Richard, Valérie Gelin, Céline Urien, Antoine Roux, Morgan Le Guen, Isabelle Schwartz-Cornil, Edouard Sage

**Keywords:** lung, transplantation, *ex vivo*, ischemia-reperfusion, dialysis, *ex vivo* lung perfusion, pig

## Abstract

*Ex-vivo* lung perfusion (EVLP) has extended the number of transplantable lungs by reconditioning marginal organs. However, EVLP is performed at 37°C without homeostatic regulation leading to metabolic wastes’ accumulation in the perfusate and, as a corrective measure, the costly perfusate is repeatedly replaced during the standard of care procedure. As an interesting alternative, a hemodialyzer could be placed on the EVLP circuit, which was previously shown to rebalance the perfusate composition and to maintain lung function and viability without appearing to impact the global gene expression in the lung. Here, we assessed the biological effects of a hemodialyzer during EVLP by performing biochemical and refined functional genomic analyses over a 12h procedure in a pig model. We found that dialysis stabilized electrolytic and metabolic parameters of the perfusate but enhanced the gene expression and protein accumulation of several inflammatory cytokines and promoted a genomic profile predicting higher endothelial activation already at 6h and higher immune cytokine signaling at 12h. Therefore, epuration of EVLP with a dialyzer, while correcting features of the perfusate composition and maintaining the respiratory function, promotes inflammatory responses in the tissue. This finding suggests that modifying the metabolite composition of the perfusate by dialysis during EVLP can have detrimental effects on the tissue response and that this strategy should not be transferred as such to the clinic.

## Introduction

*Ex-vivo* lung perfusion (EVLP) has been adopted by many lung transplantation centers around the world for reconditioning marginal donor lungs. EVLP consists in ventilating and perfusing donor lungs at normothermia with an adapted oxygenized perfusing fluid including or not erythrocytes. With this process, donor lungs that present mild dysfunction can be assessed and may recover the respiratory and circulatory properties required for transplantation (1). EVLP therefore led to increasing the number of lung transplantations by about 20% (2), with similar or even better outcomes than the ones using conventional cold storage (1).

However, EVLP presents limitations. Indeed, after several hours of procedure, EVLP is systematically associated with edema formation, which compromises gas exchange and leads to deterioration of the lung functions (3). In addition, many reports emphasize that EVLP induces inflammatory responses, which have been correlated with poor outcome post-transplantation (4–7). The inflammatory response is thought to be initiated by the ischemia-reperfusion response that inevitably occurs upon organ procurement and reperfusion in the EVLP system (8). The lack of oxygen at procurement leads to a decrease of adenosine triphosphate production by the mitochondria that drive cell acidosis and dysfunction of ionic pumps, altering cell viability. Upon reperfusion, the reintroduction of O2 causes huge electronic effluxes across the mitochondrial membrane, production of reactive oxygen species (ROS) causing oxidative damages and further cell death, and the liberation of inflammatory cytokines together with damage-associated molecular pattern (DAMP) molecules including HMGB and HSP70 that all accumulate during EVLP (6, 9–11). These DAMPs may further amplify inflammation, possibly through the TLR4-MyD88-NFKB signaling pathway (12–15). Furthermore, the lung is maintained metabolically active during EVLP and accumulates metabolic wastes in the absence of detoxification by liver and kidney. Therefore, the pH decreases and some electrolytes accumulate, with negative effects on cell viability (16). Furthermore, metabolomic analyses of EVLP revealed the accumulation of by-products in the perfusion liquid of EVLP, such as lactate and pyruvate, amino acids, polyunsaturated lipids, eicosanoids, and RNA breakdowns (17, 18). These by-products can have by themselves cytokine-like and pro-inflammatory functions (19), thus possibly reinforcing the inflammatory response induced by ischemia reperfusion. For mitigating these imperfect metabolic conditions and reducing the accumulation of inflammatory molecules, the costly perfusate fluid is regularly replaced, which impacts on the economical aspect of the procedure. Importantly, while EVLP is approved to support lung for 6h in the clinical practice (20), longer durations are also desired to facilitate the operating room logistics and to optimally prepare the lung with advanced therapeutic interventions (cell or gene therapy, immunomodulation).

In order to find a solution to improve and prolong EVLP as well as to decrease its cost, dialyzers were added to EVLP machines and experimentally tested on human lungs (21) and pig (22, 23). Overall satisfying conclusions were published, with maintenance of the perfusate composition, and possibly improved cell viability (21–23). In a recent work, we also reported that the transcriptomic changes induced by acellular EVLP in a pig model (Toronto protocol) appeared similar during a 6h procedure when comparing different perfusate management techniques, that is, no perfusate modification, repeated replacement, and adult and pediatric dialysis (23). Altogether, while addition of a dialyzer on the EVLP circuit appears feasible, more biological knowledge on the dialysis effect is needed to better capture the possible risks and benefits before transfer to the clinic. In this study, we assessed the effect of dialysis during a 12h procedure and performed extended biostatistical and predictive functional genomics analyses in the lung graft. Compared with perfusate replacement, we found that dialysis, while maintaining the lung function and correcting parameters of the perfusate electrolytic and metabolic composition during 12h, induced a higher accumulation of inflammatory cytokines in the perfusate as well as a genomic profile predicting increased permeability of vasculature and enhanced cytokine signaling.

## Material and methods

### Ethics

The pig experiments were performed in accordance with the EU guidelines and the French regulations (DIRECTIVE 2010/63/EU, 2010; Code rural, 2018; Décret n°2013-118, 2013). The procedures were approved by the Ministry of Higher Education and Research and the experiments were approved by the COMETHEA ethic committee under the APAFIS authorization number APAFIS#14942-2018020720215374 v4. The surgery was conducted at the Medical Imaging in Animal platform (accreditation B78-322-2) and the animals were hosted at the Animal Genetics and Integrative Biology unit at INRAE-Jouy (accreditation C78-719).

### Animals and lung extraction procedures

Nine pigs (Large-White, 50 ± 5 kg) provided the lungs that were harvested using a non-heart-beating donor model with a 10-min no touch, as described in details by us before (23).

### EVLP and dialysis procedures

After subjecting the lungs to 1h of cold ischemia, a 12h EVLP procedure was conducted according to the Toronto protocol (24). The circuit was infused with 1.5 L of Steen^®^ solution supplemented with 1 g methylprednisolone, 1.5 g cefuroxime, and 15000 UI heparin. A flow rate equivalent to 40% of the theoretical cardiac output was applied at 34°C. The pig lungs were divided into two EVLP groups, one named Gold Standard (GS, five pigs) in which 500 ml Steen^®^ solution was replaced every 2h, and the other named Pediatric Dialysis (PD, four pigs) in which a Continuous Veno-Venous Hemodialysis mode applied on the circuit as detailed in (23). The overall EVLP with dialyzer circuit is presented in Additional file 1. The dialysis bath, based on Phoxilium^®^ (Baxter, Deerfiled, IL, USA), was adjusted with suitable electrolytes. An AVpaed pediatric membrane (Fresenius, Bad Homburg vor der Höhe, Germany) featuring an effective surface area of 0.2 m^2^ and a cutoff of 30 kDa was utilized at a flow rate of 50 ml/min. Substances below 30 kDa can be eliminated with this membrane, while essential plasma proteins such as albumin constituents are retained. This pediatric membrane with a low surface area and used in an exclusive diffusive mode was chosen to minimally interfere on the filtration process. In a previous study with a so-called adult dialysis process, we used an Emic 2 membrane (Fresenius) with an effective surface area of 1.8 m^2^ and a cutoff at 40 kDa, and we applied a flow rate of 800 mL/h and 80 mL/min (23). The cutoff of the pediatric membrane is better adapted to the EVLP conditions, avoiding the depletion of albumin and dextran from the Steen fluid.

The PD group included the same lungs as the ones utilized in (23) for the 6h time point. The GS group is totally distinct (see the Discussion section).

### EVLP monitoring, sample collections, and biological dosages

Throughout the EVLP process, pulmonary artery pressure, graft weight, temperature, ventilation peak pressure, ventilation plateau pressure, and compliance were systematically documented every hour. Perfusates were collected at hourly intervals and frozen at −80°C for lactate deshydrogenase (LDH) and cytokine detection. Blood gases, electrolytes, and proteins were detected on fresh perfusates. The LDH was measured with the CytoTox 96 Non-Radio Cytotoxicity Assay (Promega, Madison, WI, USA). Cytokine concentrations were assessed with a porcine cytokine magnetic bead panel kit, the Milliplex-MAP-Kit (PCYTMAG-23K-07, Millipore, Billerica, MA, USA), for the detection of TNFα, IL-8, IL-6, IL-10, IL-1a, IL-1β, and IL-1RA. The C5a complement was measured in the perfusates using Pig Complement C5a (C5a) ELISA Kit (Abbexa, Cambridge, UK). Lung biopsies were collected right after the cold ischemia period (0h), at 6h and 12h and either frozen in liquid nitrogen and kept at −70°C or stored in RNAlater (Thermo Fisher Scientific, Waltham, MA, USA) at −20°C.

### RNA extraction, quality check, and deep sequencing

Frozen lung biopsies were embedded in Tissue-Tek O.C.T. Compound (Sakura-Finetek France SAS, Villeneuve d’Ascq, France), cut in slices (five slices, 60-µm thick) from which total RNA was extracted using the Arcturus PicoPure RNA Isolation Kit (Arcturus Technologies Inc, Leesburg, USA). Alternatively, biopsies in RNAlater were placed in Trizol, homogenized with 1.4 mm ceramic beads in a Precellys 24 bead grinder homogenizer (Bertin Technologies, St Quentin en Yvelines, France), and purified using the NucleoSpin RNA kit that includes a DNAse digestion step (Macherey-Nagel, Düren, Germany). RNA was checked for quality with an Agilent 2100 Bioanalyzer using RNA 6000 Nano Kits (Agilent Technologies, Santa Clara, CA, USA). Directional RNA-seq libraries were constructed from 500 ng of total RNA using the TruSeq mRNA Stranded library prep kit (Illumina, San Diego, USA), following the manufacturer’s instructions. The quality of the libraries was assessed with an Agilent Bioanalyzer 2100, using an Agilent High Sensitivity DNA Kit. Libraries were pooled in equimolar proportions and sequenced in paired-end runs (50 nt forward-34 nt reverse) on an Illumina NextSeq500 instrument, using NextSeq 500 Mid Output kit v2. Demultiplexing has been done with bcl2fastq2 V2.2.18.12. Adapters were trimmed with Cutadapt1.15. Reads above 10 pb were kept.

### Bioinformatic analyses

The Illumina sequencing produced from 25 to 95 million reads per sample. Sequences were aligned with tophat2 (v2.0.14; options: -N 2 –read-edit-dist 2 –b2-sensitive –no-coverage-search) on the porcine transcriptome (reference Ensembl Release 101, Sscrofa11.1). Gene counts were processed using RLOG function of DESeq2 package (v1.18.1). In order to study the functional signatures of the gene expression changes between timing (12h vs. 0h and 6h vs. 0h) in the GS and PD groups (i.e. four conditions), we performed a differential expression analysis using the DESeq2 R package (v1.18.1) for paired data sets. Notably, for the GS group, the differential expression of the genes versus 0h (before EVLP initiation) was calculated differently in our previous study (23): in that study, the differential expression was calculated relatively to ten unpaired lung tissues at 0h whereas, here, the differential expression was calculated relatively to the same paired lung tissue at 0h. The differential expression analysis included an independent hypothesis weighting batch correction and a Benjamini–Hochberg correction for multiple testing. The differentially expressed genes (DEGs) were selected based on an adjusted *p*-value below 0.05 and an absolute fold change mean value superior or equal to 2 (Additional file 2). The four DEG lists were used as input into functional enrichment analysis using the Hallmark gene set collection of the MSigDB and the Reactome gene set collection. The functional enrichments were selected based on a −Log_10_ adjusted *p*-value superior to 3 and on over three contributing genes in at least one of the four conditions. As the analysis using Reactome gave redundant results with Hallmark, we selected the Hallmark results. In addition, the four DEG lists were submitted to an ingenuity pathway analysis (IPA, www.ingenuity.com, QIAGEN Silicon Valley, Redwood City, CA, edition 2019). The pre-analysis filtering on tissues and cell lines included endothelial cells, epithelial cells, fibroblasts, immune cells, and lung. The association likelihood of the DEG sets with a given pathway/function is given by *p*-values calculated with the right-tailed Fisher’s exact test, and the prediction of their activation or inhibition is given by *z*-scores (> 2 or < −2, respectively). The *z*-scores are calculated with an algorithm that integrates (i) the expression orientation of the genes in the data set that contribute to the pathway/function and (ii) the knowledge on these genes expression from experimental data published in peer-reviewed journals. The biologically relevant functions and pathways presenting at least an absolute *z*-score value > 2 and −Log_10_ *p*-value > 1.3 with over three contributing genes in one of the four conditions were selected. We also proceeded to a differential expression analysis between 12h versus 6h in the GS and PD groups (Additional file 2) and we performed an enrichment analysis using the Hallmark, Reactome, and IPA gene set collections as described above.

Finally, we performed a comparative analysis of the gene expression fold changes (FCs) at 6h (6h vs. 0h) and at 12h (12h vs. 0h) between the GS and PD groups using an unpaired and non-parametric Wilcoxson test, as the FC data did not pass a normality test. The comparison gene list was obtained from the FC comparison generating adjusted *p*-values below 0.05 with the Wilcoxon test (**Additional file 3**), and it was submitted to functional enrichment analyses using the Hallmark, the Reactome gene set collections, and IPA. The functional enrichments with −Log_10_ *p*-value > 3 and over three contributing genes were selected. As Hallmark results showed overlaps with Reactome and IPA results, only Reactome and IPA results were selected.

### Statistical analyses

The physiological, electrolytic, metabolic, C5a, and cytokine data were analyzed with the R Studio (v2023.03.1 + 446). A Shapiro test was used to evaluate the normality of the data distribution in each group and timing. The cytokine data were log_10_-transformed. When the data did not pass the normality test, a non-parametric Mann–Whitney test was used to compare the data between two groups. Alternatively, an unpaired *t*-test was used upon equal variance evaluation. The statistical methods of the bioinformatic analyses are reported in the dedicated paragraph.

## Results

### Pediatric Dialysis corrects and stabilizes electrolytic and metabolic parameters during 12h EVLP

Based on the results of our initial study that showed no significant effect on the lung function and gene expression profiles of different perfusate managements over 6h EVLP (23), we aimed at evaluating the effect of dialysis over a longer duration, that is, 12h. In that first study, we tested two methods of dialysis, referred to as adult or pediatric, that differed by the type of dialysis membrane and the applied flow rates. After 6h procedure, the Adult Dialysis EVLP (40 kDa cutoff membrane) led to important edema accumulation in the organ, possibly due to loss of components of the Steen perfusate through the adult dialysis membrane and was therefore abandoned. Conversely, the weight gains at the end of the procedure, which can be used as proxy to estimate edema, were similar in the PD (30 kDa cutoff membrane) and in the GS procedures (222 ± 107 gr for PD and 186 ± 106 gr for GS, mean ± sd); therefore, the effects of these two procedures were compared in further analyses. The compliance and gas exchanges showed no differences between the PD and GS groups (**Figure 1A**). The pulmonary artery pressure was significantly higher in the PD group at several time points (**Figure 1A**, *p* < 0.05). The Na^2+^ and Cl^−^ ionic concentrations remained low in the PD group and increased in the GS group, and conversely the Ca^2+^ levels increased in the PD group more than in the GS group (**Figure 1B**, *p* < 0.01). The glucose and lactate levels remained stable in the PD group while the glucose steadily decreased and the lactate increased overtime in the GS group, indicating a better control of the glucose metabolism in the PD group (**Figure 1C**, *p* < 0.01 for lactate and glucose). The LDH levels did not differ between the two groups over 12h, supporting that PD did not increase cell death in the lung (**Figure 1C**). Overall, the improvement of composition of the perfusate induced by the PD process that we observed at 6h was also confirmed at 12h, with maintenance of respiratory functions.

**Figure 1:**
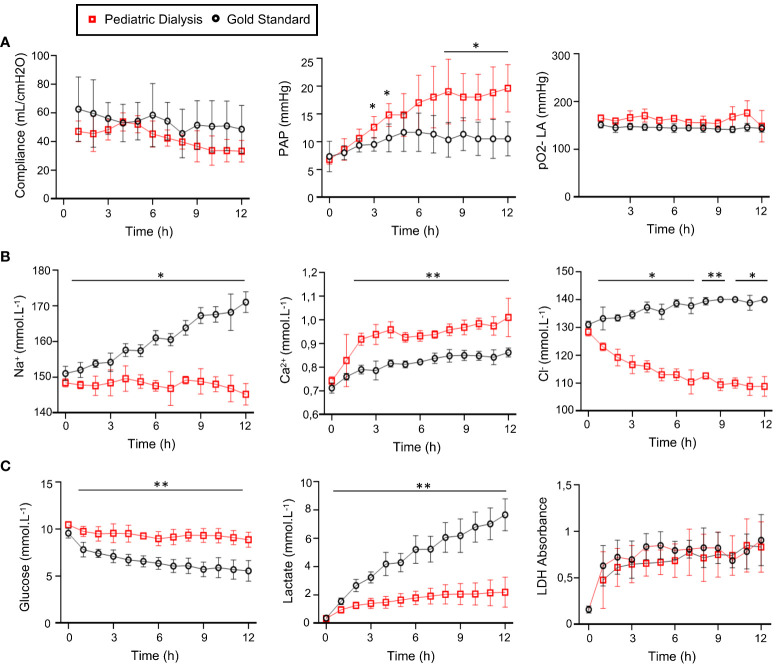
Monitoring of the physiological parameters **(A)**, electrolyte **(B)**, and metabolite **(C)** concentrations in the perfusates in the Gold Standard (five pigs) and Pediatric Dialysis groups (four pigs). **(A)** From left to right: lung compliance, pulmonary artery pressure, pO2 on FiO2 30%. **(B)** From left to right: Na^2+^, Ca^2+^, Cl^−^ concentrations. **(C)** From left to right: glucose, lactate production, lactate deshydrogenase (LDH). To compare the data between the two groups, an unpaired *t*-test was used when the data passed the Shapiro normality test. For cases that did not pass the Shapiro normality test, a non-parametric Mann–Whitney test was performed. The *p*-value classes are reported as *p < 0.05 or **p < 0.01 at specific time points. The highest *p*-value class common to several time points is reported above a line. The error bars represent standard deviations.

### Pediatric Dialysis enhances the concentration of several inflammatory cytokines in the perfusate and enhances the expression of cytokine genes in the lung tissue

We measured inflammatory cytokine levels in the perfusate, and we observed that cytokine levels tended to be higher in the PD group (**Figure 2A**); this is notably the case for interleukin-6 (IL-6) at 10h (*p* = 0.06) and 12h (*p* = 0.08), IL-8 at 6h (*p* < 0.01), IL-1β at 6h (*p* = 0.05), at 10h (*p* = 0.08) and at 12h (*p* < 0.05), and IL-10 at all timing from 6h (*p* < 0.01). Higher levels of IL-6 and IL-10 at 6h were also found in the PD group in our first study (23). No cytokine could be detected in the dialysis bath. In order to determine whether this finding could be related to increased gene expression in the tissue, we proceeded to RNA-seq analysis of the lung tissue at 0h, 6h, and 12h and compared the fold changes (FC, 6h vs. 0h and 12h vs. 0h) of the different cytokine mRNA counts between the PD and GS groups (**Figure 2B**). 

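The values given here start from the authors' deposited table of counts for 31908 Ensembl genes of the pig assembly Sscrofa11.1 in 27 libraries. These are the biopsies of 5 GS pigs and 4 PD pigs, each taken at 0h, 6h and 12h. The authors state how reads were trimmed and aligned. They do not state the counting program, the strand counted or what was done with reads that map to several places, so genes with near-identical copies carry an unknown error. The methods give 25 to 95 M sequenced reads per sample, whereas every value here uses the counts on genes. Those total 26335584 to 67522703 per library in GS (median 53623755) and 14650700 to 21820935 in PD (median 19344265). From 20995 to 24084 genes have at least 1 count in a GS library and 18979 to 22291 in a PD library. No PD library has the depth of any GS library, so a batch of libraries cannot be separated from the group. A count of 3, used as the floor below which a value is not read, corresponds to at most 0.114 CPM in GS and 0.205 CPM in PD. For the cytokines, the count at 6h or 12h was divided by the count of the same pig at 0h after scaling to the effective library size (TMM), with 0.5 added to each count. The mean log2 ratios of the 4 PD and 5 GS pigs were then compared by an exact two-sided permutation test over every way of dividing the 9 pigs into 4 and 5. Its smallest possible p is 0.00794. The genes were IL6, TNF, IL1B, CXCL8 (the gene for IL-8) and IL10.

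**Figure D1:**
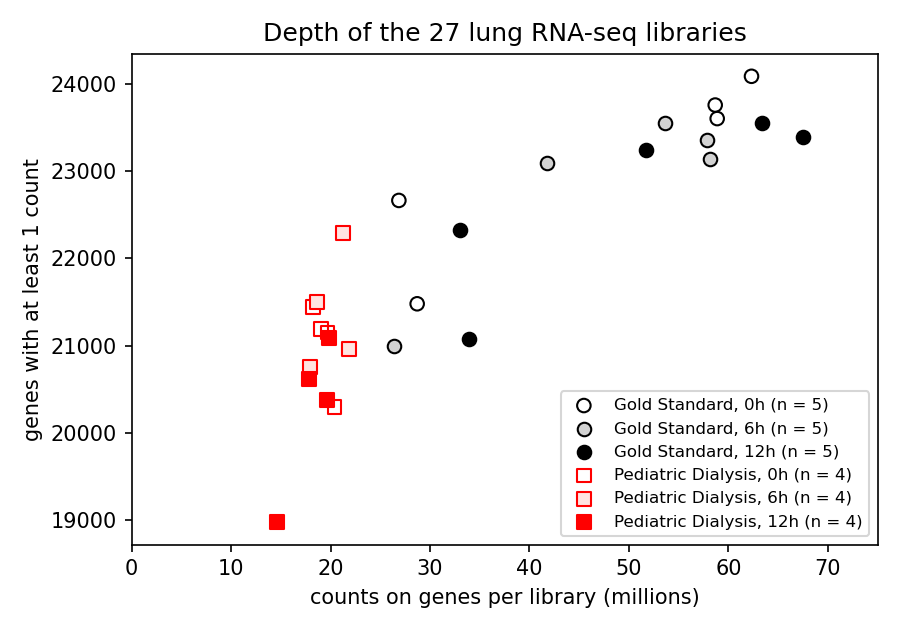
Counts on genes per library, in M (x axis), against the number of genes with at least 1 count (y axis), for GS (circles, 5 pigs) and PD (squares, 4 pigs), shaded by EVLP time, where each point is a library. All PD libraries lie to the left of all GS libraries, with medians of 19.3 and 53.6.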

We observed higher levels of upregulated transcripts in the PD group for *IL-6* at 12h, *IL-1B* at 6h and 12h, and tumor necrosis factor*–*α (*TNFA*) at 6h. 

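In the pig assembly these genes are IL6 (ENSSSCG00000020970, chromosome 9, 91506340 to 91511263), IL1B (ENSSSCG00000039214, chromosome 3, 43670109 to 43677125) and TNF (ENSSSCG00000001404, chromosome 7, 23699636 to 23703655). The symbol IL1B was assigned through the NCBI gene number. At 12h the log2 ratio to 0h of IL6 was 4.50 ± 0.32 in PD (mean ± SD, 4 pigs) and 2.18 ± 1.21 in GS (5 pigs; exact permutation p 0.0159, two-sided as in the comparisons that follow). As ratios these are 22.6 (18 to 29.1) and 4.52 (1.21 to 10.3). TNF at 6h reached 3.25 ± 0.64 in PD and 1.44 ± 0.88 in GS (exact p 0.0238). IL1B at 6h rose in 4 of 4 PD pigs, by 3.11 ± 1.89, and decreased in all 5 GS pigs, with a mean of −1.03 ± 0.72 (exact p 0.00794). At 12h its log2 ratio was 3.04 ± 1.10 in PD and −0.55 ± 2.00 in GS (exact p 0.0238). Corrected for the 10 comparisons of 5 genes at 2 times, each of these p-values becomes 0.0595. Of these 4 results, only IL1B at 12h lost its exact permutation p under 0.05 with a pig left out, in 7 of 9 such fits. In those its difference lay between 3.09 and 3.91 and the p was 0.0536 or 0.0571. With 8 pigs fewer splits are possible, so the p moves in coarser steps and can pass 0.05 with little change in the difference. IL1B started lower in PD, with a log2 CPM at 0h of 0.67 ± 0.81 against 1.96 ± 0.54 in GS. The exact permutation p was 0.0238, or 0.0893 corrected over the levels of the 5 genes at 0h, 6h and 12h. IL1B had 13 to 50 counts at 0h in PD and 93 to 498 in GS. Its 7 annotated relatives hold few reads (0 to 42 counts each over all libraries, against 5792 for IL1B), and with all 8 added up the difference at 6h was 4.08.

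**Figure D2:**
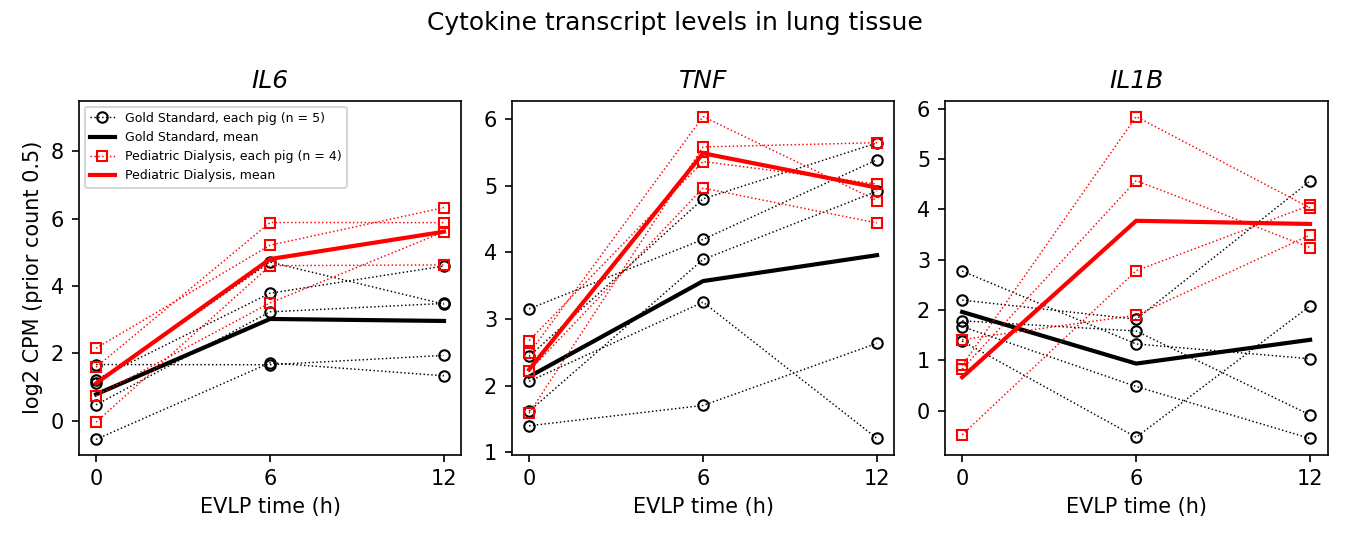
Expression of IL6, TNF and IL1B as log2 CPM (y axis) against EVLP time in h (x axis) in GS (black, 5 pigs) and PD (red, 4 pigs), where thin dotted lines join the points of each pig and thick lines join the group means. At 6h the IL1B points of PD run from 1.90 to 5.84 and those of GS from −0.53 to 1.82.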

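For IL10 (ENSSSCG00000015652, chromosome 9, 67400727 to 67405711) the ratio at 6h to 0h was 2.13 in PD (0.792 to 4.12) and 1.5 in GS (0.653 to 3.57), with an exact two-sided permutation p of 0.468. At 12h it was 1.4 (0.513 to 3.78) and 1.58 (0.902 to 2.95), with an exact p of 0.825. The lower mean of PD at 12h turned higher in 4 of the 9 fits with a pig left out. Compared as levels instead of ratios, IL10 at 6h was higher in PD by 1.23 log2 CPM (exact permutation p 0.0397). Corrected over all level comparisons this p becomes 0.119. Its counts at 6h ran from 141 to 692 in PD and from 121 to 516 in GS. Before perfusion, at 0h, the level of IL10 was already higher in PD by 0.723 log2 CPM (exact permutation p 0.167). That difference enters the level at 6h, so the 1.23 cannot be read as a rise under dialysis. The limits of these comparisons are wide, since the SD of the log2 ratio at 6h was 1.05 in PD and 0.93 in GS.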

No significant difference of transcript levels was found between the two groups in the case of the *IL-10* gene.

**Figure 2:**
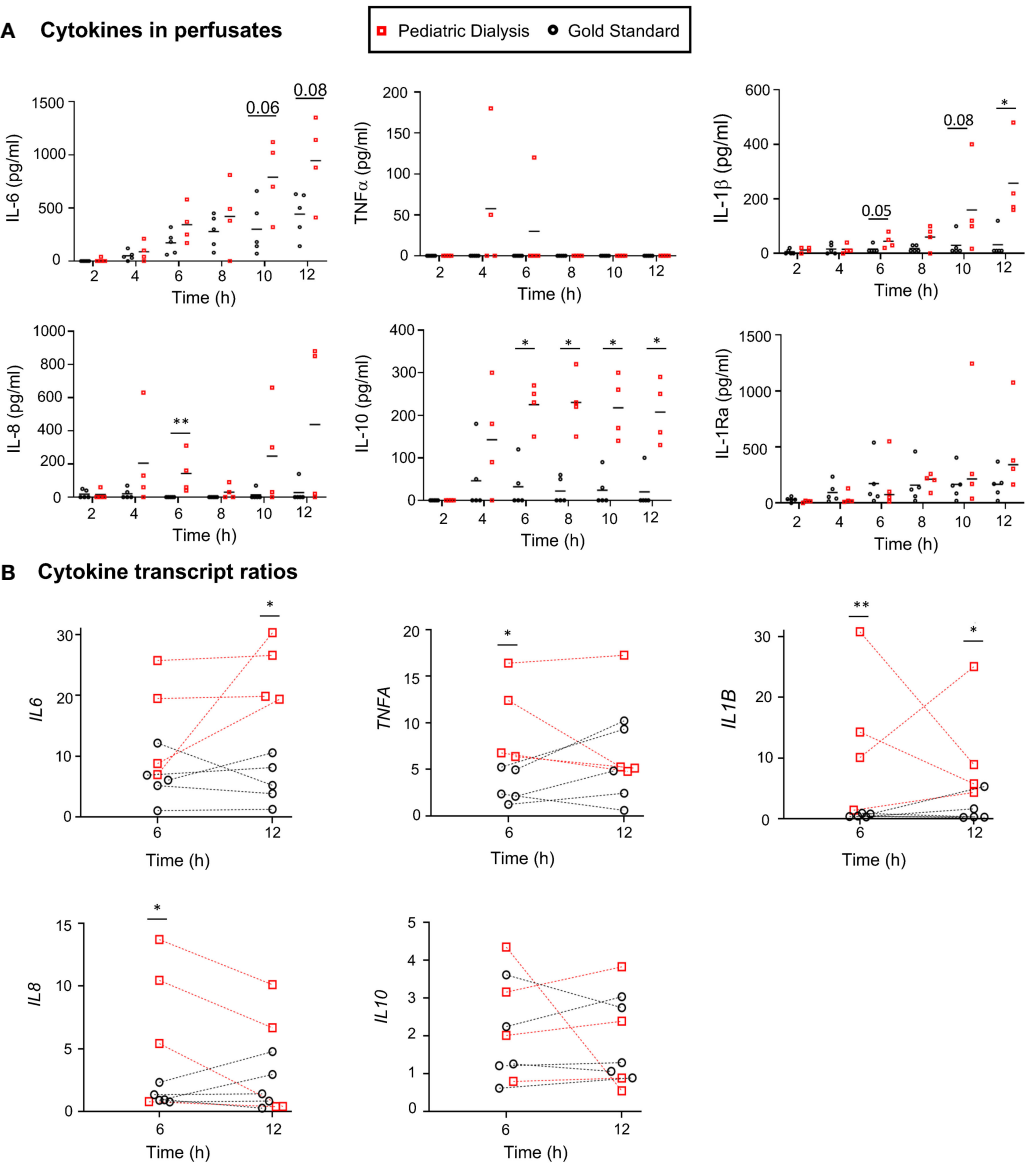
Cytokine protein and transcript analyses in the Gold Standard and Pediatric Dialysis groups. **(A)** Cytokines were detected in the perfusates using a porcine cytokine magnetic bead panel kit. At specific time points, when the data followed a normal distribution after Log_10_ transformation, a *t*-test was used to compare the data between the two groups; alternatively, a non-parametric Mann–Whitney test was used, *p < 0.05, **p < 0.01 or exact value in case of tendency. **(B)** The cytokine gene expression ratios were established from the RNA-seq gene counts at 6h and 12h divided by the gene counts at 0h. The same statistical analysis was done as in A at specific time points.

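The remaining comparisons of the cytokine transcripts show less separation. IL6 already had a ratio of 12.9 in PD and 4.71 in GS at 6h (exact two-sided permutation p 0.111). TNF at 12h had 6.64 and 3.54 (exact p 0.413), and PD pig 5 lay apart from the other PD pigs there, with a log2 ratio of 4.06 against 2.22 to 2.35. CXCL8 (ENSSSCG00000008953, chromosome 8, 69932643 to 69935861) at 6h had 4.88 in PD (0.778 to 13.4) and 1.13 in GS (0.759 to 2.26), with an exact p of 0.0794. This p was 0.0179 with PD pig 3 left out. At 12h the ratios were 1.74 and 1.33 (exact p 0.762). Compared as levels at 12h, IL6 was higher in PD by 2.65 log2 CPM (exact p 0.0159), whereas IL1B was higher by 2.30 with an exact p of 0.0794. Corrected over all level comparisons these p-values become 0.0794 and 0.17. At 6h TNF was higher in PD by 1.92 (exact p 0.0159, or 0.0794 after the same correction). The level of CXCL8 in PD minus GS was −1.5 at 0h (exact p 0.111), 0.612 at 6h (exact p 0.444) and −1.11 at 12h (exact p 0.302). The larger part of its difference in log2 ratio at 6h (2.11) thus lies at 0h.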

Altogether, the EVLP with PD increased the expression of several cytokine genes in the lung tissue and led to higher levels of several cytokine proteins in the perfusate, despite the process of dialysis through a 30 kDa membrane.

### Pediatric Dialysis and Gold Standard both activate gene expression pathways related to inflammatory responses and activation of antigen-presenting cells

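Expression at each time was compared with 0h within each group by an edgeR quasi-likelihood fit of the 3 time points, with the pig as a replicate block. A gene was called changed at an adjusted p under 0.05 and a fold change of at least 2. In GS, 18594 genes were tested. At 6h 2057 were called (1023 up, 1034 down) and at 12h 2911 (1300 up, 1611 down). In PD, 15545 genes were tested, and 22 (21 up, 1 down) and 930 (501 up, 429 down) were called. Before correction, 7653 and 9014 GS genes and 1463 and 3812 PD genes had p under 0.05. Called genes changed in the same direction in every pig for 1819 of 2057 and 2360 of 2911 in GS, and for 22 of 22 and 928 of 930 in PD. The PD counts vary widely with the settings. DESeq2 called 428 genes at 6h and 2560 at 12h, and all 27 libraries in one fit gave 479 and 3300. In edgeR, leaving out pig 2 gave 98 and 3826 and leaving out pig 3 gave 0 at both times. The highest counts, 1418 and 5076, came from DESeq2 without pig 2. In counts simulated with the depth and spread of these libraries, edgeR recovered 99% of the changed genes in GS and 71% in PD. Only genes above a set mean count were changed there, by a log2 fold change of 2 or 3, and no difference between pigs was simulated. These shares therefore do not apply to changes nearer 2-fold or to genes with few counts. Without the replicate block the GS counts decreased to 1123 and 1896 and the PD counts rose to 100 and 1460. Residual profiles of libraries from the same pig correlated with a mean r of 0.517 in GS (−0.116 between pigs) and 0.116 in PD (−0.0354). The biological coefficient of variation was 0.259 in GS and 0.489 in PD. The genes with a symbol that changed most, in the same direction in every pig, were in GS EGR1 (ENSSSCG00000014336; log2 fold change −3.66 at 6h), B3GALT2 (ENSSSCG00000010800; −3.44 at 6h) and AATK (ENSSSCG00000017141; −3.42 at 12h), and in PD MT1A (ENSSSCG00000023684; 5.26 at 6h and 6.58 at 12h), ID1 (ENSSSCG00000037016; −2.59 at 6h) and B3GALT2 (−4.27 at 12h). For the others all libraries of one time have fewer than 3 counts, so only a value against that floor is given. Counts under 3 were set to 3 and divided by the library total, without TMM. Where every library of the other time has at least 3 counts, this is a lower bound on that scale. In GS, FNDC11 (ENSSSCG00000038651) was at least 7.76-fold higher at 6h and 8.31-fold at 12h, and MUC2 (ENSSSCG00000040035) at least 8.99-fold and 15.7-fold higher. LRRTM4 (ENSSSCG00000008259) was 3.79-fold lower at 12h, which is no bound, as its counts at 0h start at 1. In PD, GPR3 (ENSSSCG00000003576) was at least 13.2-fold higher at 6h and KLHL31 (ENSSSCG00000001487) at least 4.62-fold lower at 12h. PITX3 (ENSSSCG00000010578) was 3.63-fold higher at 12h, which is no bound, as its counts at 12h start at 1. Of the genes in the paper's lists matched here by symbol, 313 of 313 had the same direction in PD at 6h and 1902 of 1903 at 12h. In GS it was 783 of 1349 at 6h and 1801 of 1812 at 12h. The GS list at 6h, as read here, appears to have its values displaced against the gene names. With each block of lines moved as fits it best, 1281 of 1339 had the same direction.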

In order to examine the overall modulation of gene expression induced by EVLP in the GS and PD conditions, the DEG lists between 6h versus 0h and 12h versus 0h generated from the global RNA-seq results were submitted to a functional enrichment analysis (see the Material and methods section, **Additional files 2, 4**, **Figure 3A**). The enrichment analysis using the Hallmark data base showed that the TNF-α signaling via NFkB and the Inflammatory response were the top-enriched pathways (adjusted *p*-value < 0.001) in both groups at 6h and 12h. 

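The enrichment itself was not analysed here, and the genes that the supplementary table lists under each Hallmark set were looked up instead. They are genes the authors had already called, so the share of them that changes is no measure of enrichment. The list for TNF-α signaling via NFkB is incomplete in the copy of the table read here, and only the genes shown could be looked up. Of these, all 56 tested rose in PD at 6h (median log2 fold change 2.14) and at 12h (2.40). In GS 53 of 54 rose at 6h (1.61) and 56 of 56 at 12h (1.62). With the adjusted p under 0.05, 10 of the 56 were called in PD at 6h and 56 at 12h, against 51 and 54 in GS. Under Inflammatory response, 26 of 26 listed genes rose in PD at 6h and 43 of 50 at 12h, and in GS 34 of 44 and 35 of 44.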

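CSF3 (ENSSSCG00000017488, chromosome 12, 22333445 to 22342163), TNFAIP3 (ENSSSCG00000004154, chromosome 1, 26473938 to 26489822), MAP2K3 (ENSSSCG00000034379, chromosome 12, 61396331 to 61421579), MAFF (ENSSSCG00000030165, chromosome 5, 9683658 to 9696025) and REL (ENSSSCG00000008388, chromosome 3, 80870860 to 80911956) were followed together with IL6 and TNF. All had a positive mean log2 fold change in each group at each time. In GS at 6h, CSF3, IL6, TNF, TNFAIP3, MAP2K3 and MAFF lay between 1.37 (TNF, SE 0.46, adjusted p 0.0398) and 2.24 (IL6, SE 0.47, adjusted p 0.00436). At 12h these 6 lay between 1.48 (MAP2K3) and 2.85 (CSF3, adjusted p 0.000308), all called. REL in GS was 0.70 at 6h (SE 0.31, adjusted p 0.107) and 0.39 at 12h (adjusted p 0.331), and was not called. In PD at 6h IL6 (3.77), TNF (3.20), TNFAIP3 (3.35) and MAFF (3.14) were called. CSF3 was 2.95 (SE 0.88, adjusted p 0.274), REL 1.35 (adjusted p 0.244) and MAP2K3 0.67 (SE 0.44, adjusted p 0.636, up in 3 of 4 pigs). At 12h all but MAP2K3 (1.47, adjusted p 0.0746) were called in PD, from 1.48 for REL (adjusted p 0.0437) to 4.53 for CSF3 (SE 1.04, adjusted p 0.0326). At 0h REL and TNFAIP3 were lower in PD than in GS, with log2 differences of −1.87 and −1.14 (adjusted p 0.000209 and 0.0116).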

The enrichment of these inflammation-related functions was associated to the significant upregulation of the *CSF3, IL-6, TNFA*, *TNFAIP3, MAP2K3, MAFF, REL* genes in all groups and timings (Additional files 2 and 4, **Figure 3A**). The DEG lists and their statistical parameters were uploaded to the Ingenuity Systems (IPA), software that predicts modulation of functions and pathways by integrating the orientation of gene expression modulation and a scientific literature-based database. The downstream analysis of IPA predicted the activation of the ERK5-, HMGB-, IL-6-, and IL-17 signaling pathways, the inhibition of the PPAR pathway, as well as the activation of production of nitric oxide and ROS in macrophages- and of dendritic-cell maturation pathways (absolute *z*-score > 2), both in the GS and PD groups (Additional file 4, **Figure 3B**). 

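Predicted activation was not analysed here. Of the genes listed in the supplementary table for each pathway, most rose in both groups. For ERK5 signaling 7 of 7 listed genes rose in PD at 6h and 13 of 15 at 12h, and in GS 12 of 13 and 11 of 13. The numbers for HMGB1 were 14 of 15 and 29 of 35 in PD, and 18 of 22 and 17 of 25 in GS. For IL-6 they were 8 of 8 and 28 of 31, and 21 of 24 and 22 of 27. For IL-17 they were 8 of 9 and 14 of 19, and 9 of 12 and 8 of 14. Under PPAR, which was predicted as inhibited, 6 of 6 and 21 of 22 listed genes rose in PD and 12 of 14 and 15 of 19 in GS. Nitric oxide and ROS production in macrophages had 26 of 36 genes up in PD at 12h and 18 of 25 in GS, and dendritic cell maturation 21 of 28 and 14 of 21. At 6h in PD, 0 of the 7 genes listed for ERK5 were called by edgeR, which calls fewer PD genes than the test the authors used.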

IPA also showed the activation of cell proliferation and viability, activation of antigen-presenting cells and of macrophages, reduction of lung cell damage, and activation of cell movement (absolute *z*-score > 2 (**Figure 3C**). 

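The same look-up was made for the functions. In the copy of the table read here the lists for cell movement, for cell viability (other than in PD at 6h) and for antigen-presenting cells in PD at 12h are incomplete, and the numbers cover the genes shown. Under cell viability 27 of 29 listed genes rose in PD at 6h and 49 of 69 at 12h, and in GS 41 of 65 and 40 of 65. Activation of antigen-presenting cells had 21 of 23 and 45 of 67 in PD, and 32 of 47 and 41 of 62 in GS. For activation of macrophages 20 of 22 and 41 of 59 rose in PD, and 26 of 37 and 33 of 47 in GS. Under damage of lung, predicted as reduced, 13 of 13 and 31 of 36 rose in PD, and 21 of 26 and 24 of 30 in GS. Cell movement had 58 of 68 and 39 of 65 in PD, and 41 of 62 and 36 of 64 in GS. A rise of a listed gene can count for or against a function, so these shares carry no direction of the function.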

Finally, we submitted the DEG lists between 12h and 6h (Additional file 2) to functional enrichments. 

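Between 12h and 6h the edgeR fit called 0 genes in GS and 0 in PD at an adjusted p under 0.05, with no threshold on the fold change. Before correction 882 of the GS genes (4.74%) and 1562 of the PD genes (10%) had p under 0.05. The smallest adjusted p was 0.284 in PD. The Wald test of DESeq2 called 235 genes in PD, and an edgeR fit of all 27 libraries together called 492. The supplementary lists hold 17 genes for GS and 67 for PD. Matched by symbol, 16 of 16 and 66 of 66 had the same direction here and all of these had an unadjusted p under 0.05.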

The sole significant functional enrichment was found in the case of the PD group using the Reactome data base, which revealed enrichment for the metabolism of RNA (Additional file 5).

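The 21 genes that the supplementary table lists under metabolism of RNA all had a higher mean at 12h than at 6h in PD. All 21 rose in each of the 4 pigs, with a median log2 fold change of 1.44. Examples, chosen after the values were seen, are DKC1 (ENSSSCG00000012823; 1.87, SE 0.42) and NOB1 (ENSSSCG00000002753; 2.03, SE 0.50). All 21 had an edgeR p under 0.05 before correction. Corrected over all genes tested, 0 passed, the smallest adjusted p being 0.358, and corrected over the listed genes alone, all 21 passed. The list was drawn by the authors from genes they had called in these libraries, so correction over the list alone is too lenient.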

**Figure 3:**
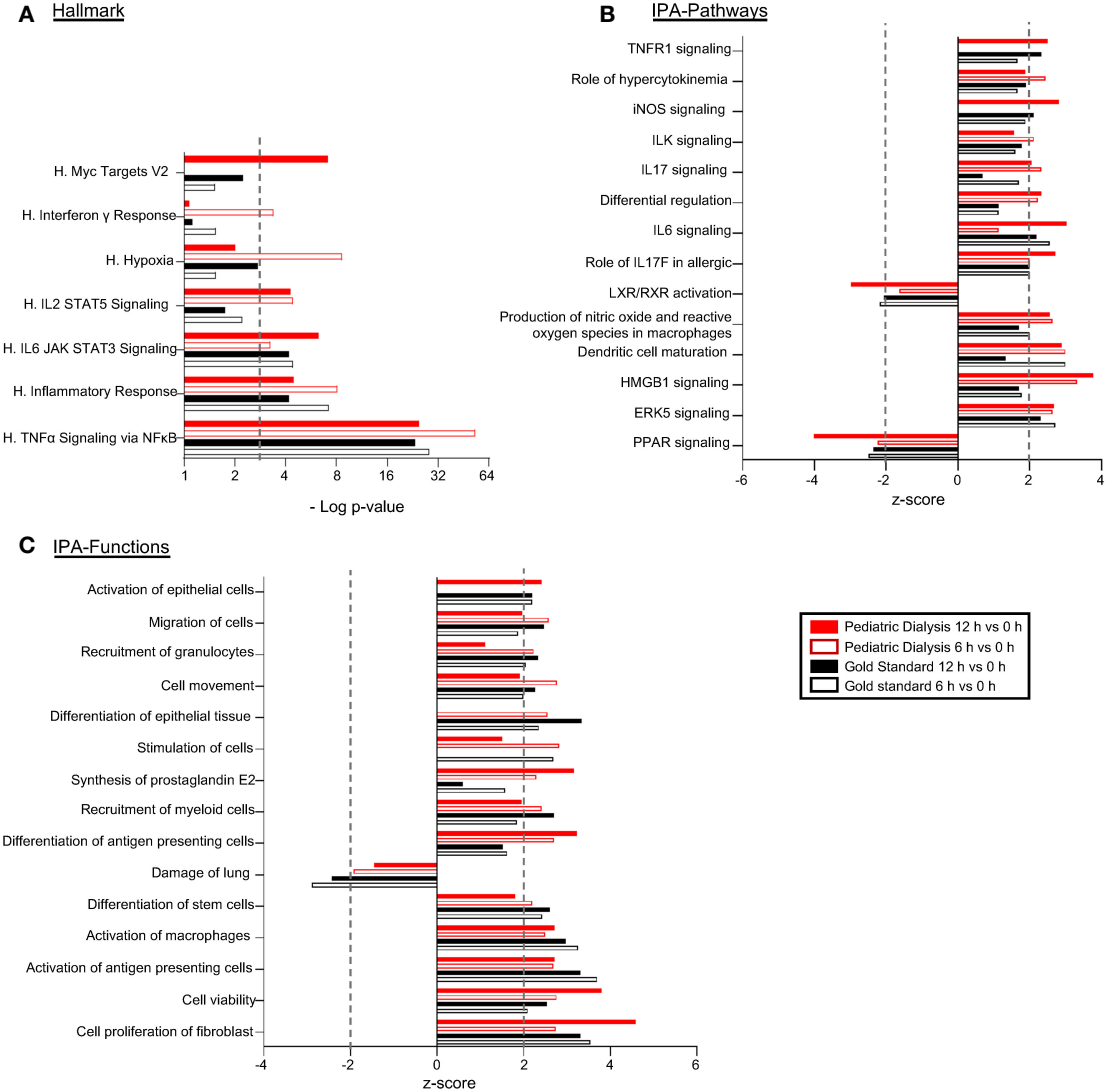
Functional enrichments and predictions of modulated pathways/functions induced by EVLP in the Gold Standard and Pediatric Dialysis groups. Differentially expressed gene lists (DEGs) were established from the RNA-seq results of lung tissue undergoing EVLP at 6h versus 0h and at 12h versus 0h, in the Gold Standard and Pediatric Dialysis groups. **(A)** The DEGs were subjected to a functional enrichment analysis using the Hallmark gene sets. The functional enrichments were selected based on a −Log_10_ adjusted *p*-value superior to 3 and over three contributing genes in at least one of the four conditions. **(B, C)** The DEGs were loaded and processed through the IPA core analysis for identification of predicted activated of inhibited canonical pathways **(B)** and functions **(C)** that were selected based on their biological relevance, absolute value of *z*-score superior to 2 with a −Log_10_ *p*-value superior to 1.3 and over three contributing genes, in at least one of the four cases. The 15 top functions/pathways are shown. The contributing genes to the functional enrichments are reported in **Additional file 4**.

Overall, the functional genomic analysis of the PD and GS group RNA-seq data predicted stimulated viability and activation of innate immune responses in both groups at 6h and 12h EVLP.

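The paper reads the enriched sets and predicted pathways of each group, found from its lists against 0h, and proposes from them a stimulated viability and an activation of innate immunity in GS and PD alike. How far the groups share their response can be read directly from the fold changes of the 15459 genes tested in both. Their correlation was 0.586 at 6h (Pearson; Spearman 0.528) and 0.791 at 12h (0.78). Restricted to genes called in either group, the Pearson values were 0.817 and 0.883. Of the GS genes called at 6h among these, 1474 of 1599 had the same direction in PD, and of those called at 12h 2127 of 2198. In PD 22 of 22 and 920 of 926 called genes had the same direction in GS. Called in both groups were 16 genes at 6h and 620 at 12h, all in the same direction.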

### Pediatric Dialysis stimulates higher expression of gene modules related to endothelial activation at 6h and cytokine signaling and metabolism of RNA at 12h

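Of the functions in the supplementary table that carry a z-score in both groups, PD had the larger absolute value for 9 of 14 at 6h and for 5 of 13 at 12h. GS had it for 5 and for 8. Among the canonical pathways PD was larger for 5 of 11 at 6h (GS for 4) and for 12 of 13 at 12h (GS for 1). These are the authors' z-scores, counted here. In the fold changes computed here, the genes called in GS had a median absolute log2 fold change of 1.31 in GS and 0.90 in PD at 6h, and of 1.33 and 1.51 at 12h. Genes selected in one group tend to be larger there. Of the genes called in PD, 20 of 22 at 6h and 864 of 926 at 12h had the larger change in PD.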

In several instances, the *z*-scores of the IPA downstream analysis of the DEGs between 6h versus 0h and 12h versus 0h appeared higher in the PD than in the GS group (**Figure 3C**) and **Figure 1** indicated higher expression ratios of several cytokine genes in the PD group. 

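With 4 PD and 5 GS pigs, the exact two-sided Wilcoxon rank-sum test of a gene has a smallest possible p of 0.0159, which is reached only where no PD pig overlaps the GS pigs. By chance 1.59% of genes reach it on average and 3.17% reach any p under 0.05, which is 568 of the 17884 genes tested. For a Benjamini-Hochberg adjusted p under 0.05, at least 5678 genes would need the smallest p. The fold changes compared were rlog values at 6h or 12h minus those of the same pig at 0h.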

We thus aimed at comparing the gene expression FC at 6h and at 12h between the GS et PD groups, using a non-parametric Wilcoxon statistical test. We investigated the functional enrichment of the genes with statistically different FC between the two groups, using IPA and Reactome databases (**Additional file 3**, **Figure 4A**). 

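At 6h 1080 of 17884 genes (6.04%) had an exact two-sided Wilcoxon p under 0.05, 546 with a higher and 534 with a lower fold change in PD. At 12h it was 722 (4.04%), 397 higher and 325 lower, but 339 higher and 358 lower with log2 CPM in place of rlog values. The groups did not overlap for 567 genes (3.17%) at 6h and 399 (2.23%) at 12h, where chance gives 1.59% on average. Single splits of the pigs vary widely around such an average. Of 100 splits, the true one included, 10 gave at least 1080 genes with p under 0.05 at 6h and 22 at least 722 at 12h. The others ran from 87 to 2991 and from 104 to 3120. After correction 0 genes passed at either time, the smallest adjusted p being 0.501 at 6h and 0.711 at 12h. These numbers moved most with a pig left out, to 2463 at 6h without PD pig 3 and to 2995 at 12h without PD pig 2. Supplementary lists hold 494 genes with a higher and 344 with a lower fold change in PD at 6h, and 279 and 219 at 12h. Matched by symbol, 474 of 476, 322 of 322, 267 of 268 and 206 of 207 had the same direction here, and 408, 300, 253 and 167 had an unadjusted exact p under 0.05. Of the genes listed as higher at 6h, 422 of 476 had a lower level in PD at 0h, with a median log2 difference of −0.84 at 0h and 0.14 at 6h. Among genes without overlap, the largest differences were those of IL1B, CCL4, MIOX (ENSSSCG00000023749; rlog fold change lower in PD, with a difference of −1.41) and PRR15 (ENSSSCG00000016686; −1.40) at 6h. At 12h they were ACOD1 (ENSSSCG00000009469; 3.14 ± 1.00 in PD, 0.25 ± 0.59 in GS), MT1A (3.95 ± 0.61 and 1.64 ± 0.56), MYL5 (ENSSSCG00000027502; difference −1.43) and SOS2 (ENSSSCG00000005015; −1.32). MT1A belongs to a family of close copies and is uncertain for that reason. PRR15 and SOS2 started higher in PD. PRR15 had a mean of 11.5 CPM in PD and 1.61 in GS at 0h, and 3.67 and 2.71 at 6h, so PD was not lower there. SOS2 had 4.34 and 1.32 CPM at 0h, and 0.904 and 1.55 at 12h. MIOX (0.685 and 0.674 CPM) and ACOD1 (4.54 and 4.85) had similar means at 0h. MYL5 had only 3 to 8 counts at 0h in PD and 4 to 21 in GS.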

At 6h, the genes with higher FC in the PD group were enriched for nitric oxide signaling, stimulation of endothelial cells and permeability of vasculature, with contributing genes including *C-C Motif Chemokine Ligand 4 (CCL4)*, *IL-1B*, *TNFA*, and *Endothelial Tyrosine Kinase (TEK)* (**Figures 4A, B**). 

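CCL4 (ENSSSCG00000032343, chromosome 12, 39478885 to 39557358) had an rlog fold change at 6h of 2.54 ± 0.83 in PD (4 pigs) and 0.25 ± 0.59 in GS (5 pigs). The values for IL1B were 1.91 ± 1.27 and −0.52 ± 0.36, for TNF 2.00 ± 0.41 and 0.83 ± 0.52, and for TEK (ENSSSCG00000005122, chromosome 1, 195937394 to 196051957) 0.40 ± 0.33 and −0.28 ± 0.19. All these have an exact two-sided Wilcoxon p of 0.0159 and an adjusted p of 0.501. GS pig 17 lay apart for CCL4, with a log2 fold change of −1.74 against 0.43 to 1.30 in the other GS pigs. TEK was lower by 0.50 in GS (edgeR, adjusted p 0.0108) and higher by 0.60 in PD (adjusted p 0.656). Of the 11 nitric oxide genes drawn in Fig. 4B, 11 had a higher mean in PD and 10 an unadjusted p under 0.05, with medians of 0.52 in PD and −0.23 in GS. For the 9 permeability genes these numbers were 9 and 8, with medians of 0.40 and −0.23. The lists were drawn from these same libraries, so the counts do not test them. At 0h 10 of the 11 and 8 of the 9 genes had a lower level in PD. The median differences in level were −1.36 and −0.999 at 0h and −0.12 and −0.11 at 6h, so at their medians these lists differ more at 0h than at 6h. CCL4, TNF and TEK did not differ at 0h (log2 difference −0.11, 0.06 and −0.04, adjusted p 0.787, 0.915 and 0.923). The trend of each pig's fold changes with exon length and GC content was then removed. After that 3 of the 11 nitric oxide and 5 of the 9 permeability genes had an unadjusted p under 0.05.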

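For IRF1 (ENSSSCG00000014277, chromosome 2, 134776134 to 134783646) the rlog fold change at 12h was 1.83 ± 0.29 in PD (4 pigs) and 0.72 ± 0.63 in GS (5 pigs). For LIF (ENSSSCG00000040961, chromosome 14, 47221560 to 47238749) it was 1.54 ± 0.27 and 0.65 ± 0.37, and for IL6 2.76 ± 0.20 and 1.16 ± 0.73. CIITA (ENSSSCG00000007901, chromosome 3, 32172214 to 32230780) had 0.29 ± 0.37 and −0.32 ± 0.09, and CD40 (ENSSSCG00000035078, chromosome 17, 48286029 to 48298528) 1.07 ± 0.23 and 0.18 ± 0.26. Each of these 5 has an exact two-sided Wilcoxon p of 0.0159. CCL4 had 2.16 ± 0.55 and 0.30 ± 0.84 (exact p 0.0317). All have an adjusted p of 0.711 or above. IL24 (ENSSSCG00000015655, chromosome 9, 67525557 to 67530738) has 0 to 15 counts per library and was under the filter, and without it the fold change at 12h was 0.58 in PD and −0.11 in GS (exact p 0.19). Of the 29 genes drawn for cytokine signaling in Fig. 4B 28 were tested. All 28 had a higher mean and an unadjusted p under 0.05, with medians of 0.78 in PD and 0.17 in GS, and 17 kept it once the trend with exon length and GC content was removed. This list too was drawn from these same libraries with a Wilcoxon test, so these counts do not test it. At 0h 17 of the 28 had a lower level in PD, and at 12h 21 had a higher one.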

At 12h, the genes with higher FC in the PD group had enriched profiles related to cytokine signaling in immune system, with higher expression FC of *Interferon Regulatory Factor 1 (IRF1), LIF Interleukin 6 Family Cytokine (LIF), IL-6, IL24, Class II Major Histocompatibility Complex Transactivator (CIITA), CD40, CCL4* (**Figures 4A, B**). 

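Of the 38 genes that Fig. 4B draws under metabolism of RNA at 12h, 37 were tested, SNRPB being absent from the genes compared. All 37 had a higher mean rlog fold change in PD, with medians of 0.85 in PD and 0.29 in GS. The exact two-sided Wilcoxon p was under 0.05 for each before correction over all genes, and the groups did not overlap for 29. The authors drew the list from these same libraries with a Wilcoxon test, so these counts do not test it. In GS 31 of the 37 also rose. Examples, picked after the values were seen, are PDCD11 (0.92 ± 0.09 in PD, 0.04 ± 0.27 in GS) and RPP40 (1.03 ± 0.12 and 0.14 ± 0.25). After the trend with exon length and GC content was taken out, 22 of the 37 kept an unadjusted p under 0.05. Levels at 0h were lower in PD for 18 of the 37, and at 12h 31 were higher.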

Finally, an enrichment for metabolism of RNA was found for the FC that were higher in the PD than in the GS group at 12h (**Figures 4A, B**).

**Figure 4:**
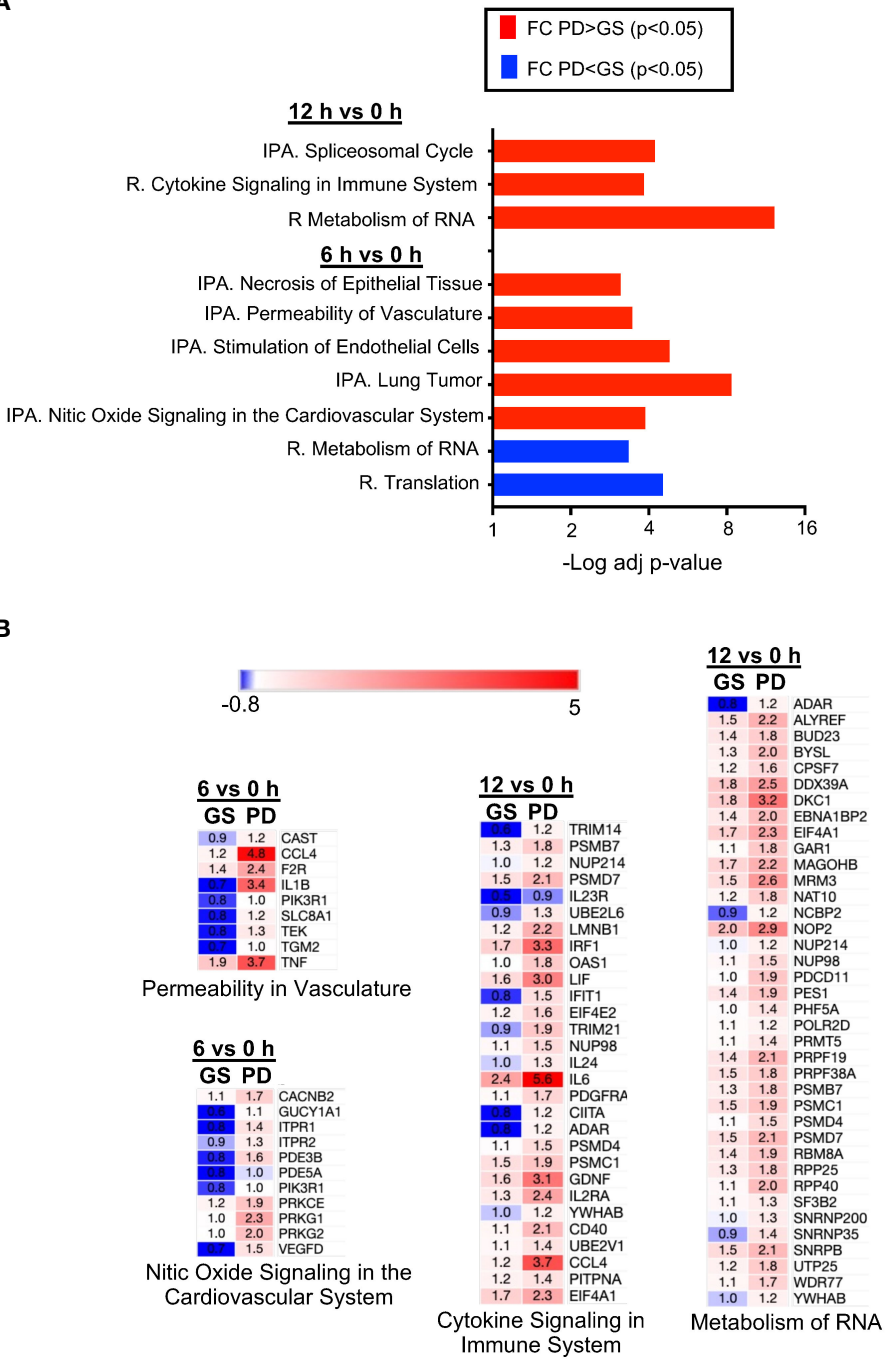
Functional enrichments of the gene expression comparisons between the Gold Standard and Pediatric Dialysis groups. **(A)** A Wilcoxson test was performed to compare the expression fold change (FC) at 6h and 12h between the two groups. An adjusted *p*-value of 0.05 was used to filter the genes of the expression ratio comparisons and the resulting gene lists were subjected to an enrichment analysis using the IPA and Reactome datasets. The enriched functions with −Log10 *p*-values > 3 and > 3 contributing genes were selected. The enriched functions in the comparison of FC that is higher in the Pediatric Dialysis group are in red; they are blue when the comparison of FC is higher in the Gold Standard group. **(B)** The mean gene fold changes of the contributing genes of some of the enriched functions shown in A are illustrated as an heat map, in blue when down-modulated and in red when upregulated at the reported timing versus 0h.

Altogether, the comparison of the FC between the GS and PD group shows that endothelial cell activation at 6h and cytokine signaling gene pathways at 12h were statistically more engaged in the PD group than in the GS group.

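The paper takes the genes whose fold change against 0h differs between the groups by a Wilcoxon test, finds endothelial and nitric oxide terms among those higher in PD at 6h and cytokine terms among those higher at 12h, and concludes that these responses were more engaged under dialysis. The difference in fold change can also be tested as an interaction of group and time in an edgeR fit of all libraries. At an adjusted p under 0.05, 0 genes passed at 6h (smallest adjusted p 0.783) and 0 at 12h (0.306). Before correction 1046 genes (5.85%) and 1069 (5.98%) had p under 0.05, and 490 and 440 genes were also under 0.05 in the Wilcoxon test. With PD pig 2 left out the same edgeR test gave 254 genes at 6h and 153 at 12h. DESeq2 with all pigs gave 7 genes at 6h, among them IL1B and CCL4, and 15 at 12h. Of the 9 permeability and 11 nitric oxide genes, 5 and 8 had an unadjusted interaction p under 0.05 in edgeR, and of the 28 cytokine signaling genes 21. The genes had been selected in these same libraries, so these counts do not test the lists. Among the genes the paper names, the largest interaction effects at 6h were 4.34 for IL1B (SE 1.05, p 0.000504, adjusted p 0.783) and 3.53 for CCL4. At 12h they were 3.28 for IL1B, 2.88 for CCL4 and 2.37 for IL6 (p 0.00172). EGR1, which decreased in GS, had 5.64 at 6h (p 0.00124, adjusted p 0.783). Its mean level at 0h, before perfusion, was 2530 CPM in GS and 177 CPM in PD. At 6h it was 698 and 883 CPM, so the means lie further apart at 0h than at 6h. In simulated counts with large known differences, the interaction test in edgeR recovered 69.5% of them, so its 0 does not exclude smaller ones.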

### The dialysis process does not lead to higher C5 complement activation in the circuit

Dialysis membrane can lead to complement activation, notably of C5 (25). Complement is produced mainly by the liver, but it can also be produced by lung cells, in particular by immune cells. Activated complement C5a, if released in the circuit and activated upon membranes, might recirculate to the lung and activate the inflammatory response in the tissue, leading to a feed forward loop. We tested this hypothesis by measuring C5a in the perfusates at 7h, 9h, and 11h. While C5a was indeed detected in the two groups (range: 0.8–1.7 ng/ml in the GS group and 0.4–0.85 ng/ml in the PD group), there was no statistically significant difference of release in the two groups, and we even observed a tendency for lower levels upon dialysis (**Figure 5**). Therefore, C5 complement activation occurs during EVLP, but it does not explain the higher inflammatory response induced by the dialysis process.

**Figure 5:**
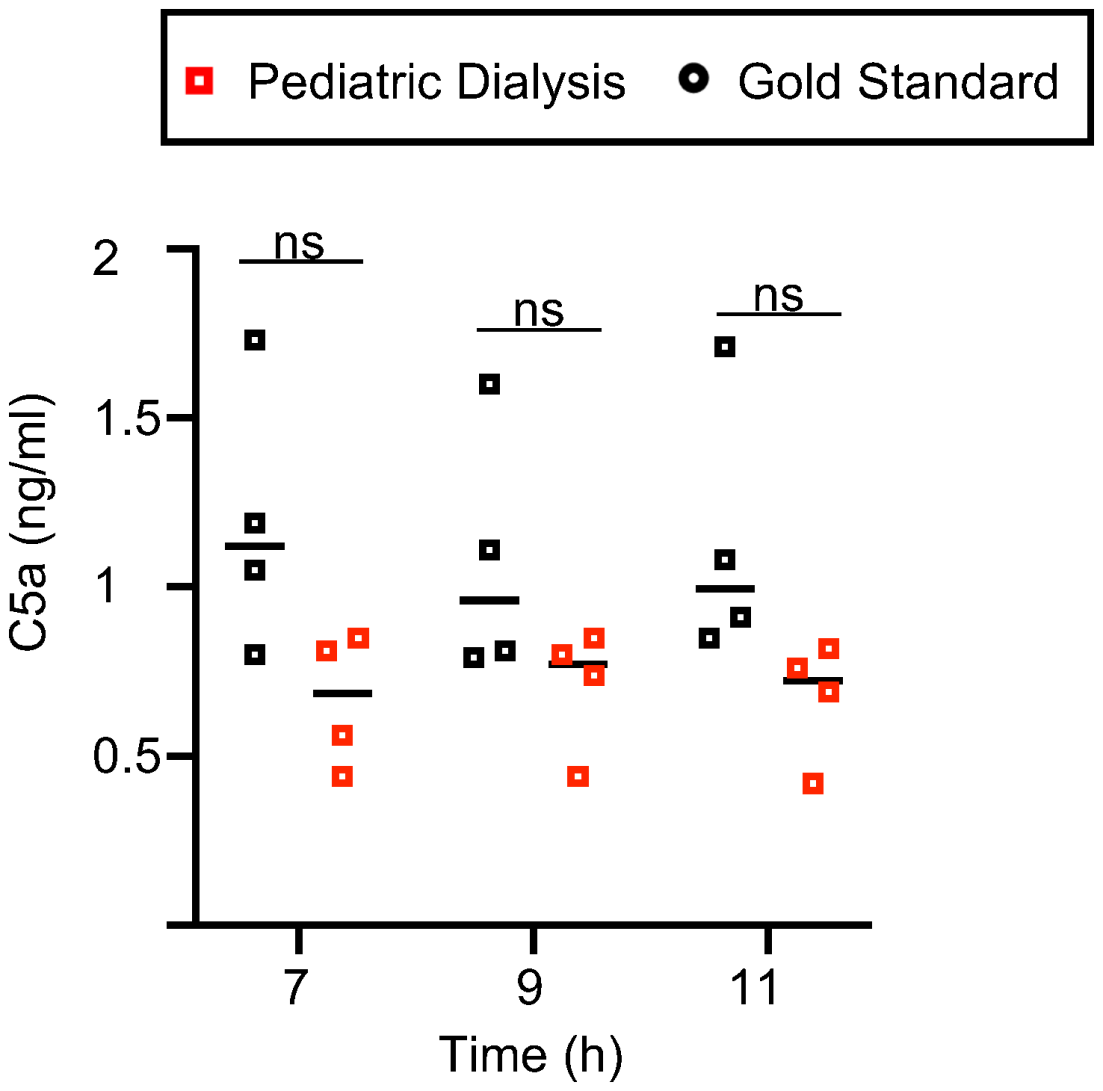
C5a levels in the Gold Standard and Pediatric Dialysis groups. The porcine C5a was detected by ELISA in the perfusates. The raw data followed a normal distribution with equal variance, and were compared between the two groups with an unpaired *t*-test. No statistically significant difference was found.

## Discussion

We report here that a dialysis circuit added to the Toronto protocol better balanced the electrolyte and metabolite composition of the perfusate than the standard of care periodic replacement of the perfusate during a 12h procedure but led to increased accumulation of inflammatory cytokines in the perfusate and higher gene activation related to endothelial activation at 6h and cytokine signaling pathways at 12h.

The transcriptomic analysis revealed the prediction of activation of the ERK5-, HMGB-, IL-6-, and IL-17 signaling pathways and inflammatory responses in both GS and PD groups, similarly to what we previously published for the 6h time point in our previous study (23). As stated in the Material and methods section, the PD group is the same in the two studies, except that the sole 6h time point was analyzed in our first study (23), whereas the GS group is totally distinct between the two studies. Furthermore, the differential expression of the genes versus 0h (before EVLP initiation) was calculated differently in the two studies: in the first study (23), the differential expression was calculated relatively to ten unpaired lung tissues at 0h whereas, here, the differential expression was calculated relatively to the same paired lung tissue at 0h (see Methods). Most conclusions of the DEG functional enrichments are similar between the two studies, supporting the robustness of the results. However, the results of the present study are stronger as they include paired analyses, and they were refined by a comparative gene expression fold-change analysis (see below). Additional differences between the groups may have been obtained with a higher number of subjects.

While metabolites and electrolytes steadily increased in the GS group over 12h, we could not detect significant modification of the transcriptome between 6h and 12h. These results confirm the finding obtained with human lungs undergoing EVLP for 12h, using microarray technology (5). However, in the PD group, genes related to RNA metabolism were differentially expressed at 12h versus 6h, suggesting a higher global cellular activity over time in this group. However, bulk analysis of RNA-seq may mask effects of prolonged EVLP on specific lung subsets; therefore, single-cell RNA-seq technology could be used to refine these conclusions and better evaluate the suspected alteration that EVLP generates overtime, given the absence of systemic regulation (renal, hepatic, pancreatic, and neurohormonal). Furthermore, additional biological metrics could be included to complement our genomic study of the dialysis effects on the lung response, such as metabolomic parameters (17), cell death evaluation (26), measurement of stress molecule release [HMGB1 (10), HSP70 (11)], evaluation of mitochondrial damages [release of mitochondrial DNA (27)], detection of NETosis (28), of endothelial molecule shedding [VCAM, glycocalyx fragments (29)] and of enzymatic activities [myeloperoxidase (30)]. Indeed, a comprehensive biometric profile would be valuable to evaluate the global biological condition of lungs post-EVLP.

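In GS no gene came near the threshold, as the smallest adjusted p between 12h and 6h was 1 in the edgeR fit of 18594 genes. Their 882 genes with p under 0.05 before correction are fewer than the 5% that chance gives. DESeq2 called 2 genes. It called between 0 and 45 with a GS pig left out.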

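The paper sets the enrichment of RNA metabolism among its PD genes at 12h against 6h beside the absence of any in GS, and proposes a higher activity of the cells over time under dialysis. In GS, 18 of the same 21 genes had a higher mean at 12h than at 6h, 2 rose in every pig and the median log2 fold change was 0.15. Only 1 had an unadjusted edgeR p under 0.05. Within PD the median differed between pigs, at 1.81 in pig 2, 1.35 in pig 3, 0.53 in pig 4 and 2.01 in pig 5. The GS medians were −0.12 in pig 9, 0.37 in pig 17, 0.11 in pig 44, 0.52 in pig 55 and −0.25 in pig 77. GS pig 55, in which all 21 genes rose, thus comes close to PD pig 4. The 12h library of PD pig 2 has the fewest genes detected (18979) and stands apart from the other PD libraries, but pigs 3 and 5 show the rise without it. Messenger levels of these genes were measured, and cellular activity itself was not.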

The important and new finding of the present study resides in the significantly higher cytokine signaling pathway observed in the PD than in the GS group, particularly at 12h. This finding was revealed by the comparative gene expression fold-change analysis that could not be done in our previous study (because the 0h samples were not available in the GS group) and also by extending the EVLP to a 12h duration. Of note, in (23), higher levels of IL-6 and IL-10 were obtained in the perfusate, a finding that is also confirmed here and extended to IL-8 and IL-1β. However, the higher levels of cytokines in the perfusate of the PD group exhibited variable degree of statistical significance, depending on timing. A higher sensitivity could have been reached by concentrating the perfusates or by measuring the total cytokine content in biopsies. Nevertheless, higher levels of inflammatory cytokines (IL-6 and IL-10) in the perfusates of EVLP purified by dialysis were also reported by another group, with human lungs declined for transplantation, although this finding was not emphasized (21).

The prediction for higher activation of endothelial cells and nitric oxide signaling in the PD group detected at 6h may be consistent with the higher pulmonary arteria pressure that was observed in the PD group in this study as well as in the previous one (23). Indeed, endothelial gene activation induced by PD might lead to increased vascular resistivity, leading to higher pulmonary arteria pressure. However, this finding was not obtained in the human study with dialysis on the EVLP circuit (21).

Several hypotheses can be proposed to explain the higher inflammatory responses induced by PD versus GS. We excluded the hypothesis that C5 activation by the dialysis membrane could be involved. PD also leads to a modified ionic/metabolite balance that may affect inflammatory response regulation. For instance, lactate that acts through the G protein–coupled receptor 81 (GPR81) to regulate immune cells (31) may participate to the control of the inflammatory response during EVLP as lactate is filtered out by dialysis. While it appears that C5a is probably partially filtered out because its levels tended to be lower in the PD group, other compounds such as vitamin C, inhibitors of complement, and soluble receptors of cytokines that mitigate inflammation may also be filtered out. The levels of cytokines in the perfusate would have been expected to decrease by being filtered out through the 30 kDa pore of the membranes, as the molecular weight of the tested cytokines lie between 8 and 20 kDa in their monomeric form. However, in patients, hemodialysis and filtration are known to be poorly effective at decreasing inflammatory cytokines from the circulation (32). In particular, IL-10, TNFα, and IL-6 are not effectively cleared with these methods, possibly due to homo-/heteromultimerization phenomenon that leads to molecular forms of higher molecular weight than the pore size (32). In addition, in our system, heparin, which is administered in the perfusate at relatively high dose (10 UI/ml), may capture some of the cytokines and impede their elimination. Accordingly, we could not detect any cytokine in the cytokine bath. In addition, the repeated replacement of the perfusate in the GS group may also lead to reduction of cytokine concentration comparatively to the conditions of the close circuit in the PD group, especially if the cytokine is not well filtered out. In any event, the increase in inflammatory cytokine expression in the PD group may be deleterious to the outcome of transplantation. Indeed, IL-1β, IL-6, and IL-8 are biomarkers of poor outcome post-EVLP; IL-1β after 1h EVLP was predictive of the one-year survival post-lung transplantation (33), IL-8 during EVLP was associated with grade 3 primary graft dysfunction (7), the combination of IL-6 and IL-8 in an inflammatory score predicted the transplantation outcomes (34) and, recently, a machine learning approach including IL-6 and IL-8 measurements in the perfusion liquid could predict the post-transplant outcomes with high confidence (AUROC: 80) (35). Furthermore, removal of cytokines by adsorption reduced primary graft dysfunction in the pig model (26). Indeed, inflammatory cytokine signaling, in combination with the cell death and stress molecules such as HMGB1 liberated upon the ischemia-reperfusion response, is expected to promote activation of innate cells including neutrophils and monocyte/macrophages which are key cell types driving primary graft dysfunction and rejection events (36–38).

Our study includes several limitations and potential avenues can be suggested to facilitate clinical applications. First, it remains possible that different results could have been obtained with other dialysis protocols (type of membrane, dialysis bath, and flow rate). The key attributes of dialysis membranes are their molecular permeability (pore size/cutoff, sieving coefficients for different molecules), adsorptive and biocompatibility properties. Here, we used a poly-sulfone membrane (AVpaed) with a 30 kDa cutoff, with a low surface area, in an exclusive diffusive mode, to minimally interfere on the filtration process. Alternative membranes with better adsorption properties, for instance polymethylmethacrylate or AN69-types (copolymer of acrylonitrile-co-methallyl sulfonate) might have exhibit better clearance of pro-inflammatory cytokines, along with other molecules such as endotoxin or HMGB1 (39, 40). Expanding on this idea, Cytosorb^®^ adsorbers placed on the EVLP circuit showed their benefits in reducing inflammatory cytokines during EVLP, reducing cell death and improving short-term transplantation outcomes, and they also corrected for the ionic and metabolic imbalances (26, 41). Second, the components depleted by the dialysis process and/or by the metabolizing lung could be supplemented in the perfusion fluid. For instance, vitamin C (42) and L-analyl-L-glutamine (43) supplementation as well as total parenteral nutrition showed their benefits on regular EVLP results (44). Noteworthy is the Toronto team short communication reporting that dialysis and the combination of dialysis with total parenteral nutrition permitted to prolong EVLP to 36h with excellent outcome upon short term transplantation (45). Finally, the lungs of the GS and PD should be grafted in order to confirm that the predicted PD-engendered increased cytokine gene pathway activation leads to deleterious outcomes as compared to the standard protocol with the regular replacement of the costly Steen^®^ perfusate.

While the pig model is considered as the most suitable biomedical model for assessing and optimizing EVLP (46), pig and human lungs may present different types of responses, due to possible species-specific responses. Interestingly, in a previous work, we reported that 11 of the 15 top modulated genes during human EVLP were found similarly modulated during pig EVLP (23), supporting the translational value of the pig model for EVLP. Nevertheless, new dialysis protocols, assessed in the pig model, should be confirmed with human lungs.

## Conclusion

We document that perfusate clearance with addition of dialysis on the EVLP circuit stabilizes electrolytic and glucose metabolic parameters over a 12h duration with maintenance of respiratory functions but promotes the expression of inflammatory cytokine gene modules in the lung parenchyma that might have negative effects on the lung transplantation outcomes. We propose that dialysis may remove protective metabolites that are synthetized during EVLP and/or favors the accumulation of cytokines generating a pro-inflammatory feed-forward loop. This work emphasizes the interest of functional genomics to analyze the biological response to EVLP and its modifications. Although presenting seducing results in initial works, dialysis in EVLP should be further evaluated and improved before translation to the clinic. Membranes with higher adsorption properties and addition of nutrients could be considered to improve the system.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE241921 (GEO).

## Ethics statement

The animal study was approved by comité local d’éthique en expérimentation animale COMETHEA, France. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

JD: Conceptualization, Investigation, Methodology, Writing – review & editing. CG: Investigation, Methodology, Writing – review & editing, Formal analysis, Visualization. LJ: Formal analysis, Investigation, Methodology, Writing – review & editing, Conceptualization. MG: Conceptualization, Investigation, Methodology, Writing – review & editing. AP: Conceptualization, Investigation, Methodology, Writing – review & editing. FP: Investigation, Methodology, Writing – review & editing, Formal analysis, Visualization. MH: Formal analysis, Investigation, Methodology, Writing – review & editing. JE: Formal analysis, Investigation, Methodology, Writing – review & editing. J-JL: Investigation, Writing – review & editing. GE: Investigation, Writing – review & editing. CR: Investigation, Writing – review & editing, Methodology. VG: Investigation, Methodology, Writing – review & editing. CU: Investigation, Methodology, Writing – review & editing, Formal analysis. AR: Writing – review & editing, Conceptualization. ML: Conceptualization, Writing – review & editing, Formal Analysis, Investigation, Methodology. IS-C: Conceptualization, Formal analysis, Investigation, Methodology, Supervision, Validation, Writing – original draft. ES: Conceptualization, Funding acquisition, Investigation, Methodology, Project administration, Resources, Supervision, Validation, Writing – review & editing.

# Supplementary material for: Prolonged dialysis during ex vivo lung perfusion promotes inflammatory responses
**Source:** Front Immunol. 2024 Mar 22;15:1365964. doi: 10.3389/fimmu.2024.1365964
**Supplement:** Supplementary file 1

## Slide 1
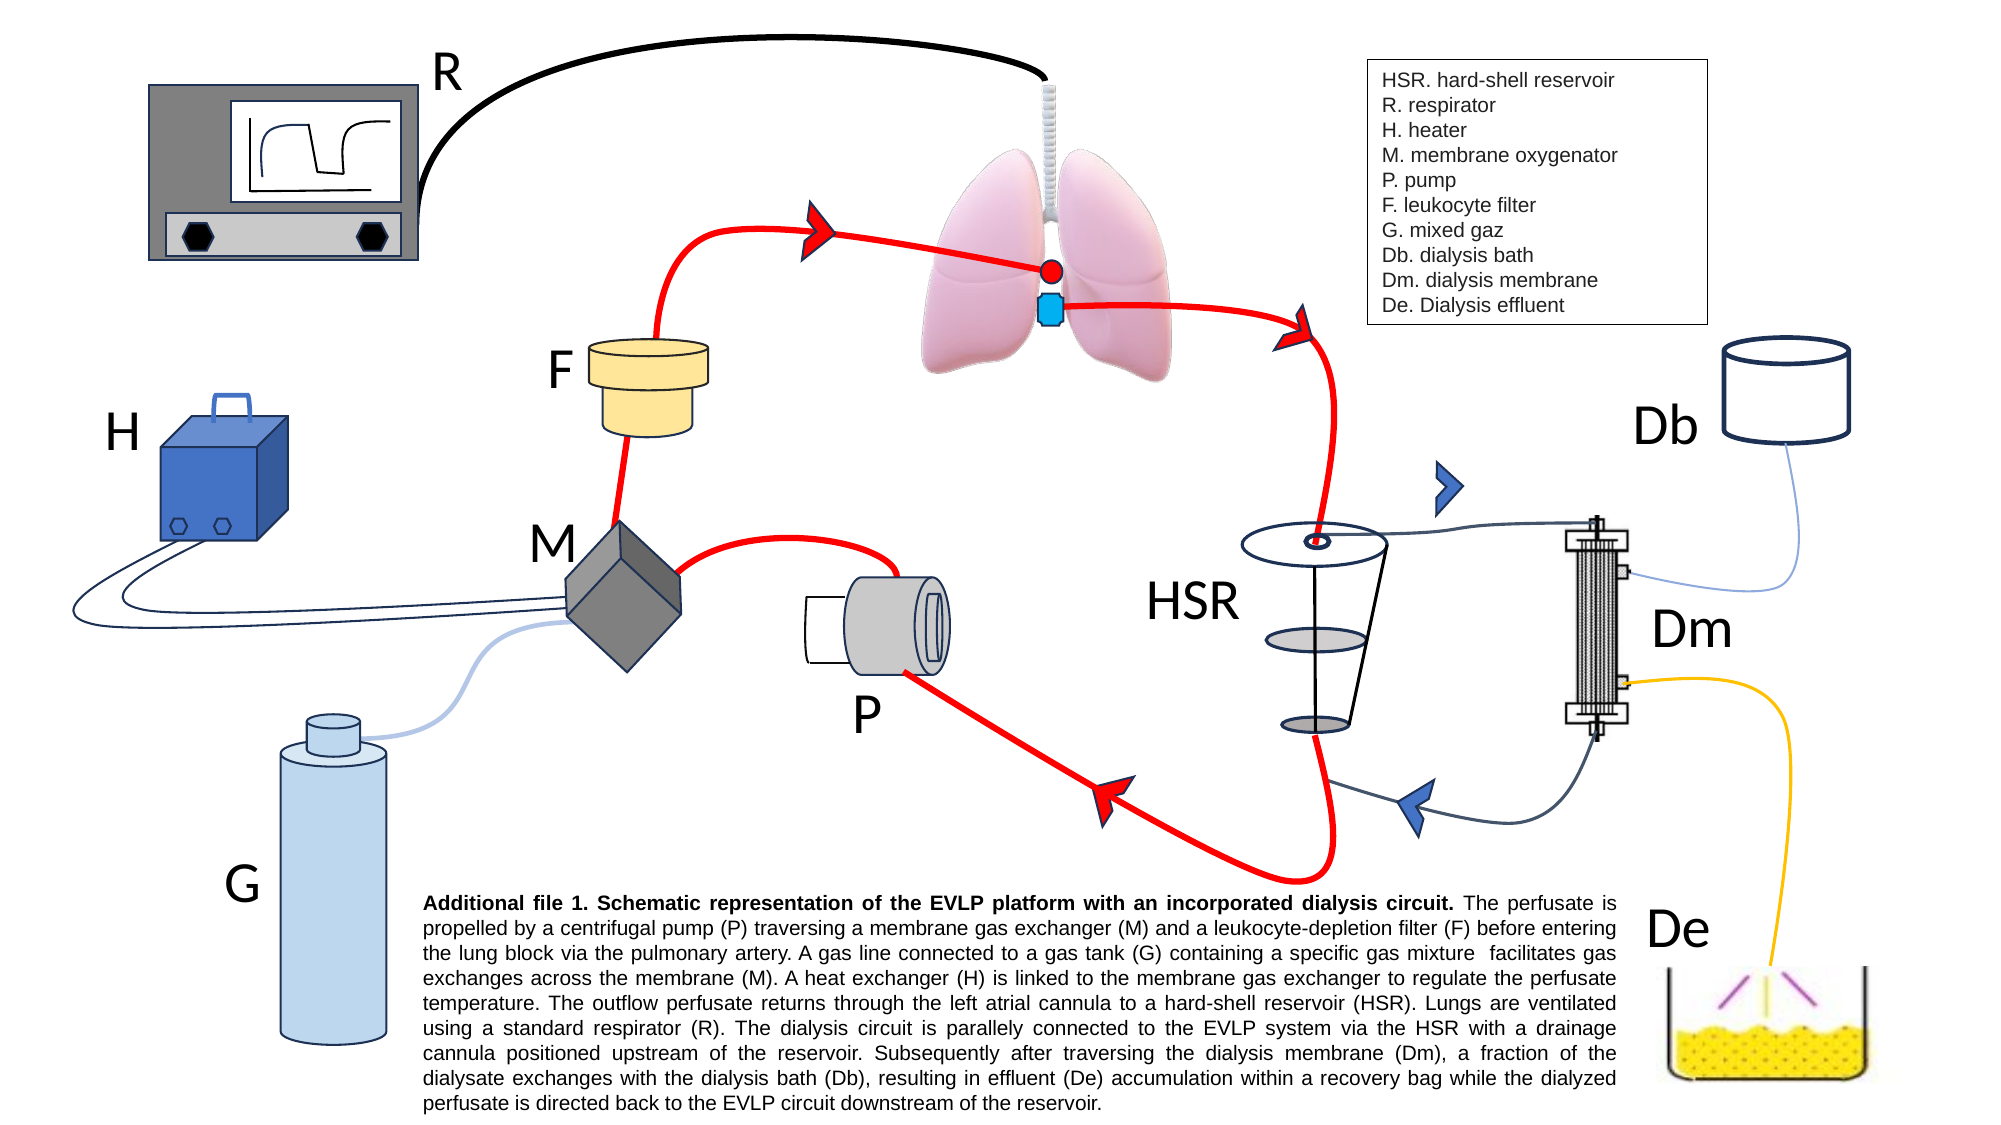

R
HSR. hard-shell reservoir
R. respirator
H. heater
M. membrane oxygenator
P. pump
F. leukocyte filter
G. mixed gaz
Db. dialysis bath
Dm. dialysis membrane
De. Dialysis effluent
F
Db
H
M
HSR
Dm
P
G
De
Additional file 1. Schematic representation of the EVLP platform with an incorporated dialysis circuit. The perfusate is propelled by a centrifugal pump (P) traversing a membrane gas exchanger (M) and a leukocyte-depletion filter (F) before entering the lung block via the pulmonary artery. A gas line connected to a gas tank (G) containing a specific gas mixture facilitates gas exchanges across the membrane (M). A heat exchanger (H) is linked to the membrane gas exchanger to regulate the perfusate temperature. The outflow perfusate returns through the left atrial cannula to a hard-shell reservoir (HSR). Lungs are ventilated using a standard respirator (R). The dialysis circuit is parallely connected to the EVLP system via the HSR with a drainage cannula positioned upstream of the reservoir. Subsequently after traversing the dialysis membrane (Dm), a fraction of the dialysate exchanges with the dialysis bath (Db), resulting in effluent (De) accumulation within a recovery bag while the dialyzed perfusate is directed back to the EVLP circuit downstream of the reservoir.

How the deposited data were processed for this re-analysis (not part of the article)

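The values used are the counts per gene in the table the authors deposited, taken as deposited: 31908 Ensembl genes of Sscrofa11.1 in 27 libraries. According to the paper the authors trimmed reads with Cutadapt and aligned them with tophat2 to Ensembl release 101. The counting program, the strand counted and the handling of reads with several places are not stated. Whether antisense reads enter the counts is therefore not known, and genes with close copies, such as the IL1B family, MT1A and CCL4, are uncertain. The columns are whole numbers with totals of 14650700 to 67522703, and no pair of libraries is a duplicate (smallest chi-square per degree of freedom between libraries 39.8). No reads were aligned again. A symbol comes from the table for 16719 genes and from the NCBI gene number for 985 more, and 14204 genes have none.

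Conditions were read from the sample labels, which give the group, the pig and the EVLP time. GS pigs are 9, 17, 44, 55 and 77, and PD pigs are 2, 3, 4 and 5. Each pig has a biopsy at 0h, 6h and 12h, and the paper speaks of paired data sets, so the pig was used as a replicate block. Residual profiles of libraries from the same pig correlate in GS (mean r 0.517, range 0.352 to 0.728) and hardly in PD (0.116, range −0.215 to 0.42), against −0.116 and −0.0354 between pigs. Leaving the replicate block out changes the GS count at 6h from 2057 to 1123 and the PD count at 12h from 930 to 1460, so the block is supported in GS and has little support in PD. All columns of the table were used.

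Each group was fitted with edgeR 4.0.16 (R 4.3.3, limma 3.58.1) with its 3 time points and pigs, after filterByExpr and TMM, by robust quasi-likelihood F tests, two-sided. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2, as in the paper, and without the fold change threshold for 12h against 6h. Genes tested were 18594 in GS, 15545 in PD and 17884 in both together. The fold changes of PD and GS were compared gene by gene with an exact two-sided Wilcoxon test on rlog values (DESeq2 1.42.0, blind, all 27 libraries) and as an interaction of group and time in edgeR. The cytokine ratios and levels were compared by exact two-sided permutation of the pigs. Adjusted p-values throughout are Benjamini-Hochberg, because the independent hypothesis weighting used by the authors was not used here.

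The precision of a value was judged from counting error alone where no replicates entered, with a floor of 3 counts. Spread between pigs is given as SD, and error of a fitted fold change as SE.

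Genes named are those the paper names for the RNA-seq, and for each comparison the 2 genes with a symbol that changed most in each direction among those called and changed alike in every pig of the group or, for PD against GS, among those without overlap between the groups. Any other gene named was chosen after the values were seen, and the text says so.

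Other settings tried were no replicate block, only the 2 time points compared, all libraries in one fit, DESeq2 in place of edgeR, DESeq2 size factors, no filter on low counts, no fold change threshold, other forms of the fold change, and each pig left out in turn. Removing the trend with exon length and GC content, and DESeq2 with each pig left out, were added after the data had been seen.

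In a self-test, counts were simulated from the means, spread and depth of the real libraries with 200 genes changed by a log2 fold change of 2 or 3 either way. The changed genes were drawn only from those above a set mean count, and no difference between pigs was simulated. Recovery of smaller changes, or of genes with few counts, was not measured. For 12h against 0h edgeR recovered 198 of 200 in GS with 6 false calls and 142 of 200 in PD with 4. DESeq2 recovered 200 and 183, with 16 and 62 false calls (7.41% and 25.3% of its calls). For the interaction edgeR recovered 139 with 3 false calls and DESeq2 163 with 33. The unadjusted Wilcoxon test recovered 167 with 525 false calls, and 0 after correction. The comparison at 0h recovered 187 with 9 false calls. With an artificial length trend added, 5639 false calls were made with the trend left in and 9 once it was removed.

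Enrichment by Hallmark, IPA and Reactome is not analysed here, since these databases were not at hand. The genes listed in the supplementary tables were looked up instead. IL24 and SNRPB were not tested in the comparison of the groups. Perfusate, physiology and cytokine protein data were not used here.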

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

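Some of the tests named here were chosen only after the result was seen: the level at 0h, the library batch, ribosomal RNA, the long non-coding RNA at 12h, the labels and the length trend of PD pig 2, and the count of called genes without that pig. Removing the trend with gene length and GC content was added after the data had been seen. The others were chosen before.

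Among 106 sets of values of named genes and library measures, 6 hold a pig or library apart from the rest of its group. The rule marks about 1 in 20 by chance, or 5.3 of 106, so these 6 are about as many as chance gives. TNF at 12h in PD pig 5 had a log2 fold change of 4.06 (2.22 to 2.35 in the other PD pigs), CCL4 at 6h in GS pig 17 −1.74 (0.43 to 1.30), TEK at 12h in GS pig 55 −0.74 (−0.57 to −0.54) and CD40 at 6h in PD pig 4 1.72 (−0.18 to 0.02). No explanation was tested for these genes. The PD minus GS difference of TNF at 12h is 0.907 with all pigs and runs from 0.236 to 1.28 with each pig left out.

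GS pig 9 at 6h has 20995 genes detected against 23097 to 23545 in the other GS libraries at 6h. Its library is the smallest of GS, so library depth could be the source. Thinned to 26335584 counts, the other libraries still have at least 21742 genes, so library depth accounts for only part of the gap. What accounts for the rest was not tested.

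PD pig 2 at 12h has 2.69% of its counts on the unplaced scaffolds that carry ribosomal RNA genes, against 0.111% to 0.442% in the other PD libraries at 12h. It also has the fewest genes detected, 18979. Library depth is unlikely to be the reason, since the other PD libraries thinned to 14650700 counts keep at least 19707. Its expression relative to the other libraries falls with exon length (Spearman −0.433, the lowest of all libraries), which is what shorter or degraded RNA could produce. A mislabelled sample was looked for with Y chromosome genes: the library has 0 counts there, against 2 and 2 at the earlier times of the pig. The 12h libraries of PD pigs 4 and 5 have 1830 and 1638 such counts, and those of GS pigs 9, 44, 55 and 77 at least 3046. These values argue against an exchange with any of these pigs. As PD pig 3 also has 0 and GS pig 17 has 10, an exchange with either of them cannot be ruled out. The count at 12h in PD is 930 with all pigs and 3826 without the 3 libraries of pig 2. Leaving out the 12h library alone was not tried, so the change cannot be put on that library.

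The cytokine ratios differ between PD and GS for TNF at 6h (exact permutation p 0.0238, difference 1.81, PD 4 of 4 pigs up), IL1B at 6h (0.00794), IL6 at 12h (0.0159) and IL1B at 12h (0.0238), all two-sided and each 0.0595 after correction over 10 comparisons. IL1B at 6h went in opposite directions in every pig, up in 4 of 4 PD and down in 5 of 5 GS, with a difference of 4.13 in mean log2 ratio. The level at 0h might account for a difference in ratios. At the end point itself the exact permutation p was 0.00794 for IL1B at 6h, 0.0159 for TNF at 6h, 0.0159 for IL6 at 12h and 0.0794 for IL1B at 12h. Corrected over all level comparisons these become 0.0794, 0.0794, 0.0794 and 0.17. TNF at 6h differed by 1.92 at the end point and IL6 at 12h by 2.65, against 1.81 and 2.32 in ratio. The level at 0h is therefore unlikely to account for either. IL1B differed by −1.3 at 0h, which enters its ratios at both times. At the end point its difference was 2.84 at 6h, against 4.13 in ratio, and 2.3 at 12h, against 3.6. The larger part thus remains at both times, but at 12h the SD in GS was 2.04, so more from 0h remains possible there.

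With the trend of gene length and GC content removed, the same 4 comparisons gave exact permutation p-values of 0.00794 (IL1B at 6h, difference 4.23), 0.00794 (TNF at 6h, 2.09), 0.0159 (IL6 at 12h, 2.40) and 0.0317 (IL1B at 12h, 3.63), against differences of 4.14, 1.82, 2.33 and 3.61 before the removal. The trend as fitted adds little to these differences, and a bias that does not follow exon length and GC content is not excluded. Reads shared between paralogs could matter for IL1B. With the counts of its family added up the exact p was 0.00794 at 6h and 0.0317 at 12h, but the relatives hold too few counts to move it. Reads left out because they map to several copies are not recovered this way, so shared reads remain possible. A library batch effect that is the same at all times cancels in the ratios. At 0h TNF and IL6 did not differ between the groups (differences in log2 CPM 0.107 and 0.326, exact p 0.786 and 0.603). IL1B was lower in PD at 0h (difference −1.3, exact p 0.0238). A library batch effect that changes with time would not cancel, and it cannot be told apart from the group, since 0 PD libraries have a depth in the range of GS. The share of counts on the ribosomal RNA scaffolds did change with time in PD, from a mean of 1.74% at 0h to 0.321% at 6h. In GS it was 0.0552% and 0.0614%. How far such a change enters the 4 ratios was not tested.

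At 0h, before perfusion and before any dialysis, 4792 of 16477 genes differ between PD and GS at an adjusted p under 0.05 and a fold change of at least 2 (2504 higher, 2288 lower in PD). Of 100 splits of the pigs into 4 and 5, the true one is the only 1 with as many, and the others give 0 to 1971, so chance is unlikely to be the reason. Library depth is not the reason either: with every library thinned to 18236602 counts 4528 of these genes were called again. A few genes taking most of the counts do not explain it, as 4750 were called again without the 50 most abundant. Gene length and GC content explain part, since 2267 of the 4183 genes with a known length remained once the trend was removed, and 2985 were called in all. Library batch may explain the rest, as 0 PD libraries have a depth within the range of GS. The paper also states that the PD lungs had been used in an earlier study and that the GS group is distinct from it. Whether the groups were sequenced together is not stated. Of biological explanations only the cell types in the biopsy were looked at, and none can be told apart from the batch. During perfusion part of the difference stays. Of the genes called at 0h, 2400 (50.1%) were called again at 6h and 2388 (49.8%) at 12h.

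Ribosomal RNA is part of the difference at 0h. The share of counts on the scaffolds with ribosomal RNA genes is 1.74% ± 1.06 in PD (0.545% to 3.09%) and 0.0552% ± 0.0178 in GS (exact two-sided permutation p 0.00794, adjusted 0.0143). It lies above GS in every PD library at 6h and 12h as well, but by less at 6h. At 6h the PD share was 0.252% to 0.41%, below each PD value at 0h, against 0.032% to 0.0923% in GS. At 12h the PD share was 0.111% to 2.69%, the highest being that of pig 2. The share of counts on long non-coding RNAs at 0h, 1.1% to 3.75% in PD and 0.705% to 0.786% in GS, follows from that of ribosomal RNA: 101% of its difference lies in the genes of these scaffolds. Without the 10 most abundant such genes, the exact permutation p was 0.429. At 12h the difference in this share was 0.606 percentage points, and it rests largely on 1 library. PD pig 2 had 2.70% there, against 0.638% to 0.974% in the other PD libraries and 0.609% to 0.693% in GS. More ribosomal RNA left in the PD libraries, as from another selection of messenger RNA, is a candidate explanation, and the extraction used for each sample is not named in the paper.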

How the results depend on the processing

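All settings given here were set before the data were examined, apart from the removal of the trend with exon length and GC content and the DESeq2 fits with a pig left out, which were added after the data had been seen. For each result that changed, the cause was not tested unless a value is given.

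The GS counts against 0h (2057 at 6h, 2911 at 12h) decreased without the replicate block to 1123 and 1896. They rose with no fold change threshold to 5295 and 7136, and all 27 libraries in one fit gave 1219 at 6h. With a pig left out they ran from 1318 to 2148 at 6h and from 2132 to 3533 at 12h. Removing the trend gave 1426 and 2104. The GS share going up was 49.7% at 6h and 44.7% at 12h, and 47.8% to 58.9% and 43.8% to 53.6% under the other settings. With DESeq2 size factors it was 54.1% and 50.9%, so the balance of up and down is not fixed.

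PD at 6h, with 22 genes, moved under almost every setting: 100 without the replicate block (same pig r 0.116), 139 with only the 2 time points compared, 428 with DESeq2, 103 with no filter on low counts, 479 with all 27 libraries in one fit and 192 with the trend removed. With a pig left out edgeR gave 0 to 98, and DESeq2 1418 without pig 2, 177 without pig 3, 228 without pig 4 and 96 without pig 5. All 22 genes were among the 428 and the 479, and the share going up decreased from 95.5% to 74.5% and 70.6%.

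PD at 12h, with 930 genes, gave 1460 without the replicate block, 4 with only the 2 time points compared, 2560 with DESeq2, 3300 with all 27 libraries in one fit and 2333 with the trend removed. With a pig left out edgeR gave 0 (without pig 3 or 5) to 3826 (without pig 2), and DESeq2 5076 without pig 2, 826 without pig 3, 1877 without pig 4 and 618 without pig 5. The share of genes going up was 53.9%, and 47.5% to 66.8% under the other settings, apart from the 4 genes with only the 2 time points compared, which all rose.

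Between 12h and 6h edgeR called 0 genes in both groups with every pig left out. In GS DESeq2 Wald test, paired, called 2, and with DESeq2 and a pig left out it was 3 without pig 9, 14 without pig 17, 45 without pig 44, 2 without pig 55 and 0 without pig 77. In PD the number was 235 with DESeq2, 492 with all 27 libraries in one fit, and with DESeq2 424 without pig 2, 598 without pig 4, and 0 without pig 3 or pig 5. In simulated counts 25.3% of the DESeq2 calls in PD were false, so its longer PD lists may hold false calls, as may the 235.

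For PD against GS, the Wilcoxon test gave 1080 genes before correction at 6h and 722 at 12h, and 0 after correction under every setting. With a pig left out the numbers ran from 667 to 2463 and from 481 to 2995. At 12h no filter on low counts gave 1375, of which 68.1% were higher in PD against 55% with the filter. With log2 CPM in place of rlog values the share at 12h was 48.6% of 697 genes, and without pig 2 46.8% of 2995. With any other pig left out the share ran from 52.6% to 60.5%. Which direction holds more genes at 12h thus depends on the setting. The edgeR interaction, 0 with all pigs, gave 254 at 6h and 153 at 12h without pig 2, and 0 with any other pig left out. It gave 1 at 12h with the trend with exon length and GC content removed. The DESeq2 Wald test, paired, gave 7 at 6h and 15 at 12h.

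The cytokine ratios kept their direction with raw counts, DESeq2 size factors, rlog values, a prior count of 2 and the rank test. With a pig left out, the exact permutation p stayed under 0.05 for TNF at 6h (difference 1.53 to 2.04), IL1B at 6h (3.52 to 5.01) and IL6 at 12h (1.84 to 2.62). IL1B at 12h ran from 3.09 to 4.33 with exact p from 0.0286 to 0.0571, above 0.05 in 7 of 9 fits. With 8 pigs fewer splits are possible, so the p moves in coarser steps and can pass 0.05 with little change in the difference. CXCL8 at 6h ran from 1.62 to 2.99, at 12h from −0.442 to 1.13, and IL10 at 12h from −0.641 to 0.319, so the last 2 have no fixed direction.

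Of the genes in Fig. 4B, the 9, 11, 28 and 37 genes higher in PD stayed higher with every pig left out, and the nitric oxide genes with an exact Wilcoxon p under 0.05 fell from 10 to between 5 and 7. For permeability they fell from 8 to 6 or 7, for cytokine signaling from 28 to between 19 and 23, and for RNA metabolism from 37 to between 30 and 33. With 8 pigs only genes without overlap between the groups can reach p under 0.05 in this test, so a fall is expected from the smaller number of pigs and does not show that single pigs carry the lists. As the lists were drawn from these same pigs, these fits do not test them. The correlation of GS and PD fold changes ran from 0.495 to 0.615 at 6h (Spearman 0.447 to 0.573) and from 0.668 to 0.805 at 12h (0.656 to 0.799). Among genes called in either group it was 0.817 at 6h (Spearman 0.781) and 0.883 at 12h.

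Of 79 fold changes of named genes, DESeq2 left 72 the same and made 7 stronger. Without the replicate block 66 stayed the same, 9 became weaker, 3 stronger and 1 reversed: IL1B in GS at 12h, from −0.29 to 0.56 (adjusted p 0.654), which was not different from 0 in either fit. With a pig left out 265 fits were the same, 76 weaker, 5 stronger and 7 reversed. The reversed genes were IL1B in GS at 12h (−1.14 to 0.18), CXCL8 in GS at 6h (−0.0906 to 0.25) and in PD at 12h (−0.13 to 1.85), CCL4 in GS at 12h (−0.0588 to 0.94) and CD40 in PD at 6h (−0.0671 to 0.55).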

Differences from the paper's values

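None of the comparisons in this part was chosen after the result was seen, except the displacement of lines in the GS list at 6h. Of the paper's values, 6 lengths of gene lists (4 differ), 4 lengths of lists of different fold change (4 differ), 38 log2 fold changes of named genes (5 differ), 20 rlog fold changes (1 differs) and 10 highest ratios of Fig. 2B (0 differ) were compared with those here.

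Between 12h and 6h the paper lists 17 genes in GS and 0 were called here, with 882 at p under 0.05 before correction. DESeq2 gives 2, and none of the alternatives set before the data were examined closes the difference. In PD the paper lists 67 and 0 were called here, with 1562 before correction. DESeq2 gives 235 and all libraries in one fit 492, so they pass it on the other side.

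For PD against 0h, the paper lists 330 genes at 6h and 22 were called here. DESeq2 gives 428 and all libraries in one fit 479, which closes the difference. At 12h the paper lists 2188 and 930 were called here, and the fit without the replicate block gives 1460 (same pig r 0.116) and DESeq2 2560. The test is therefore a likely source: at the same thresholds DESeq2 calls more PD genes than edgeR, 428 against 22.

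The paper lists 494 genes with a higher and 344 with a lower fold change in PD at 6h, and 279 and 219 at 12h, by the Wilcoxon test with an adjusted p under 0.05. Here 0 pass after correction and 546, 534, 397 and 325 have p under 0.05 before it. With 4 and 5 pigs the smallest exact p is 0.0159, and 5678 genes at that p would be needed. No alternative set before the data were examined gives any gene.

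In the paper's GS list at 6h, the log2 fold change of CSF3 is −1.55 and here it is 2.22. The values are −1.47 and 2.24 for IL6, −2.52 and 1.51 for TNFAIP3, −1.21 and 1.40 for MAP2K3, and −1.09 and 1.10 for IRF1. None of the alternatives closes these. A shift of values against gene names in that list, as read here, is a candidate explanation: moved by the displacement that fits each block of lines best, the values correlate with those here at 0.908, against 0.142 in place.

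The mean rlog fold change of IL6 in PD at 12h is 2.50 in the paper and 2.76 here. No setting brings it to the paper's value. Leaving out pig 2 gives 2.72 with an SD of 0.228, so the paper's value lies just within 1 SD there.

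REL is stated as upregulated in all groups and timings. Here it was 0.70 in GS at 6h (adjusted p 0.107, DESeq2 0.0591) and 0.39 at 12h (adjusted p 0.331). The settings run for single genes were no replicate block, DESeq2, DESeq2 size factors and each pig left out. Of these only the fit without pig 17 called REL in GS, at 6h with 1.07 (adjusted p 0.0172). It is absent from the paper's own GS list at 6h. In PD at 6h REL (1.35, adjusted p 0.244, 4 of 4 pigs up) and CSF3 (2.95, adjusted p 0.274, 4 of 4 pigs up) were not called. Among these settings only DESeq2 called them (adjusted p 0.019 for REL).

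MAP2K3 is stated likewise. In PD at 6h it was 0.67 (adjusted p 0.636, DESeq2 0.523). None of the settings run for single genes called it, and it is absent from the paper's own PD list at 6h. At 12h it was 1.47 (adjusted p 0.0746, 4 of 4 pigs up), and DESeq2 (adjusted p 0.0102) and the fit without the replicate block (adjusted p 0.035, in a setting that gives 1460 genes in all) called it.

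IL24 is stated to have a higher fold change in PD at 12h. It has 0 to 15 counts per library here, and without the filter the exact Wilcoxon p is 0.19. CXCL8 at 6h is marked as different in Fig. 2B, and the exact permutation p here is 0.0794, or 0.0179 without PD pig 3.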

Other observations

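The tests with the level at 0h, the displaced lines and the DESeq2 fits of single genes were chosen only after the result was seen. Removing the trend with gene length and GC content was added after the data had been seen. The splits of the pigs and the cell types were chosen before.

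The fits against 0h were repeated with the time points exchanged within subsets of pigs, which gives 16 splits in GS and 8 in PD. The true split was the only 1 of 16 with as many called genes in GS at 6h and the only 1 of 16 at 12h, where the others gave up to 909. In PD it was 1 of 8 at both times, with 0 in the others. For 12h against 6h, 5 of 16 splits in GS gave as many genes with p under 0.05 as the true one (882, others 132 to 2136), and 2 of 8 in PD (1562, others 23 to 1985). With 16 and 8 splits no share under 0.05 can be reached in either group, so these shares alone exclude chance for none of the counts. In GS the sizes argue against chance for the changes from 0h. There 2057 genes were called at 6h against 0 to 1 in the other splits, and 2911 at 12h against 0 to 909. The changes between 12h and 6h are no larger than an exchange of labels can give.

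The PD against GS comparison was repeated over splits of the 9 pigs into 4 and 5. For the Wilcoxon test 10 of 100 splits had as many genes at 6h as the true one (1080, others 87 to 2991, median 491) and 22 of 100 at 12h (722, others 104 to 3120, median 405). For the interaction it was 8 of 60 at 6h (74 to 1896) and 16 of 60 at 12h (115 to 4501). Numbers this large could arise by a chance split of the pigs, so the number of genes does not separate PD from GS. Single genes and lists are not covered by this.

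The 6h differences depend on the 0h libraries. A median of 77.7% of the difference in fold change of the genes with p under 0.05 at 6h comes from the 0h levels, where 7 of 100 splits gave as large a share (median of the others 45.3%). At 12h it is 38.2%, where 54 of 100 splits gave as much. The level at 0h may thus account for much of the list at 6h, although the splits do not exclude chance, and it does not single out the list at 12h. The biopsies at 0h precede perfusion, so a difference there cannot come from dialysis.

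Gene length and GC content go with the same differences. Across genes the PD minus GS difference in fold change at 6h correlates with exon length at 0.349 and with GC content at −0.463 (Spearman, 14938 genes), and at 12h with 0.114 and −0.166. With the trend of each pig removed, 347 of 913 genes at 6h (38%) and 333 of 589 at 12h (56.5%) kept a Wilcoxon p under 0.05. At 6h the trend is a candidate explanation for most of the genes, while at 12h it leaves the larger part. Other genes came under 0.05 as the trend was removed, and 910 and 836 had p under 0.05 after it. Within libraries, the correlation of expression with exon length was 0.0384 to 0.37 in GS and −0.433 to −0.00534 in PD, with no overlap at any time (exact two-sided permutation p 0.00794 at 0h and 12h, 0.0159 at 6h).

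In the gene lists of Fig. 4B, the nitric oxide genes at 6h are the most exposed to this. With the trend of gene length and GC content removed 3 of 11 have p under 0.05, against 10 before, though 9 of 11 stay higher in PD. Of the permeability genes 5 of 9 have it, against 8 before. Of the cytokine signaling genes at 12h 17 of 28 keep it and of the RNA metabolism genes 22 of 37, with 28 of 28 and 37 of 37 still higher. The trend as fitted leaves the median difference of the lists at 12h almost unchanged (0.588 before and 0.609 after for cytokine signaling, 0.528 and 0.53 for RNA metabolism), so it adds little to them. A bias of another form is not excluded.

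Cell types in the biopsy could shift endothelial and epithelial genes. The mean log2 fold change at 6h of 9 endothelial genes was higher in PD by 0.608 (exact two-sided permutation p 0.183, above all GS pigs in 3 of 4 PD pigs), of 8 epithelial genes lower by 0.404 (0.0952), and of 7 lymphocyte genes it did not differ (0.984). At 0h the endothelial genes were lower in PD by 0.722 (exact p 0.0238) and the epithelial genes higher by 0.534 (exact p 0.00794). The level of the lymphocyte genes was lower in PD at 0h by 0.669 (exact p 0.0635) and at 12h by 0.974 (exact p 0.0317). A shift in cell types during perfusion is thus not shown for the fold changes at 6h and, with the endothelial difference as large as it is, not excluded either. The biopsies may also differ in composition from 0h on, which cannot be told apart from the batch.

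DESeq2 called 7 genes for the interaction at 6h, among them IL1B (4.32), CCL4 (3.50), ARHGAP20 (3.46) and TRAPPC4 (−1.08), and 15 at 12h, among them SOS2, BATF2, PDCD11, GAR1 and RPP40. These were 0 in edgeR. In simulated counts 16.8% of such DESeq2 calls were false, so single genes of the 7 and the 15 may be false.

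In the supplementary GS list at 6h, as read here, names and fold changes part after line 200. In place, 783 of 1349 matched genes have the same direction (r 0.142). Of the 39 blocks of 40 lines, 26 correlate with the values here at 0.9 or more, the first 5 in place and 21 with the values moved by 2 to 13 lines. The rest fit less well or could not be placed. With each block moved as fits it best, 1281 of 1339 genes have the same direction and r is 0.908. A displacement of lines is a likely explanation, but the way the list was read here was not excluded as its source.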
